# Acute high-intensity exercise alters gut microbiota composition and energy metabolism in different strains of mice

**DOI:** 10.3389/fmicb.2026.1790697

**Published:** 2026-04-22

**Authors:** Ruolin Gao, Jie Wang, Jiajia Song, Wenlong Zhang, Lei Quan

**Keywords:** acute high-intensity exercise, energy metabolism, gut microbiota, *Muribaculum*, temporal dynamics

## Abstract

**Introduction:**

The gut microbiota is a critical modulator of host energy metabolism and immune regulation. Although exercise modulates microbial composition, the temporal dynamics and strain-specific impact of acute high-intensity exercise remains unclear.

**Methods:**

This study investigated dynamic alterations in gut microbiota following acute high-intensity exercise in BALB/c and C57BL/6 mice, focusing on energy and gut health-related genera. Age-matched male mice underwent a 30-min high-intensity treadmill run. To capture temporal dynamics, colonic content samples were collected at 0, 30, and 60 min post-exercise for 16S rRNA gene sequencing.

**Results:**

Exercise induced significant remodeling of gut microbiota composition in both strains, with a notable post-exercise elevation in the *Bacteroidetes/Firmicutes* ratio, particularly in C57BL/6 mice (C57Cr vs. C57T0, *p* < 0.01; C57Cr vs. C57T60, *p* < 0.05; BCCr vs. BCT30, *p* < 0.05). Both alpha and beta diversity metrics revealed significant exercise-induced microbial changes, with C57BL/6 mice showing a more pronounced increase in diversity at 30 and 60 min post-exercise (OTUs and observed species, all *p* < 0.001) compared to BALB/c mice. Functional analysis revealed strain-specific responses: BALB/c mice exhibited upregulated enzymes involved in energy metabolism but impaired immune regulation, indicating compromised intestinal barrier integrity and delayed energy recovery. In contrast, C57BL/6 mice displayed enhanced anti-inflammatory capacity, accelerated energy recovery through enrichment of energy metabolism-related genera, and maintained gut integrity through the proliferation of beneficial bacteria. The potential important genus *Muribaculum* identified as a key exercise-responsive taxon across time points, potentially associated with gut motility. The role of *Muribaculum* warrants further using multi-omics investigation.

**Discussion:**

These findings provide a foundation for identifying genetic loci influencing exercise microbiota interactions, thereby providing a theoretical basis for microbiota-based personalized exercise interventions.

## 1 Introduction

The gut microbiota comprises a complex ecosystem of trillions of microorganisms that critically influence host physiology and susceptibility to diseases. Recognized as a novel endocrine organ (Jiang, 2024), the gut microbiome possesses collective genetic potential termed the gut metagenome (Sales and Reimer, 2023). Compared to the human genome, which encodes approximately 23,000 genes, the gut microbiome contains approximately 3.3 million genes involved in modulating numerous aspects of host function, including energy extraction and metabolism (Turnbaugh et al., 2006), inflammation (Boulangé et al., 2016), vitamin synthesis (Wan et al., 2022), and immunity (Mohr et al., 2020). The inherent plasticity of the gut microbiota further positions it as a promising therapeutic target for disease prevention and management (Gomez et al., 2019). As a pivotal interface between the host and external environment, the composition and functional output of the gut microbiota are influenced by various extrinsic factors, including diet and exercise. Disruption of the homeostatic host-microbiota interaction has been established as a driver of multiple diseases (Cani and Van Hul, 2024). Exercise has emerged as a powerful modulator of both the composition and metabolic activity of the gut microbiota (Monda et al., 2017; Hao et al., 2022; Cho et al., 2020; Lkhagva et al., 2021; Pereira et al., 2025; Morgado et al., 2023). Research aimed at understanding the interaction between exercise and gut microbiota has largely expanded within the past decade. In 2014, Clarke and colleagues published a landmark study demonstrating that professional rugby players exhibited higher alpha diversity and a greater relative abundance of the health-associated genus *Akkermansia*, compared to sedentary controls with high or low body mass indices (Clarke et al., 2014). These findings stimulated numerous subsequent investigations into the exercise-gut microbiota relationship. Several observational studies have subsequently reported that exercise-associated states correlate with increased alpha diversity (Estaki et al., 2016; Mörkl et al., 2017), enrichment of beneficial microbial taxa (Estaki et al., 2016; Jang et al., 2019; O'Donovan et al., 2020), and elevated fecal concentrations of short-chain fatty acids (SCFAs) (Barton et al., 2018). This bidirectional relationship is supported by findings indicating that the gut microbiota and its metabolites can reciprocally affect exercise capacity and performance by enhancing lactate metabolism, increasing glycogen storage, and altering substrate metabolism in skeletal muscle (Sales and Reimer, 2023). Specific microbial-derived SCFAs, such as acetate and propionate, have also been directly implicated in improved athletic performance (Scheiman et al., 2019; Koh et al., 2016). However, whether and how gut microbiota alterations directly mediate the metabolic benefits associated with exercise remain unclear.

The effect of exercise on gut microbiota also depends on exercise modality and intensity. Aerobic exercise has been shown to induce diet-independent compositional and functional changes in the human gut microbiota (Allen et al., 2018b), which reverse upon cessation of training (Allen et al., 2018b; Hampton-Marcell et al., 2020). For example, high-intensity intermittent exercise has been reported to increase the abundance of *Bacteroides*, the *Bacteroidetes*-to-*Firmicutes* ratio, and alpha diversity, suggesting a potential to counter dysbiosis associated with diet-induced obesity and various metabolic disorders (Denou et al., 2016). Chronic exercise beneficially modulates the gut microbiota and its metabolic output. The positive effects of chronic exercise on gut microbiota may depend on acute changes in microbial community structure and function following a single exercise session (acute exercise). Thus, delineating the dynamic changes in gut microbiota following acute exercise serves as a critical prerequisite for unraveling the microbial mechanisms underlying the health benefits of exercise, ultimately, for optimizing evidence-based exercise interventions.

A significant challenge in translating findings from murine models to humans stems from the greater inter-subject variability in human gut microbiome composition (Tanes et al., 2021). For instance, dietary interventions typically produce more substantial alterations in gut microbiota composition in mice compared to humans (Baxter et al., 2019; Johnson et al., 2019; Wu et al., 2011). To identify robust and conserved exercise-responsive microbial signatures, we integrated time-series datasets from BALB/c and C57BL/6J mice, two widely utilized laboratory mouse strains. By examining the differential responses of gut microbiota to acute high-intensity exercise across distinct genetic backgrounds, we aimed to delineate potential important exercise-responsive taxa and achieve high-resolution temporal insights into gut microbiota dynamics post-exercise.

In this study, we subjected C57BL/6 and BALB/c mice to a single bout of acute high-intensity exercise, in order to examine strain-specific alterations in gut microbiota and differences between strains following exercise intervention. While previous research relying on single-time-point sampling has demonstrated exercise-induced structural changes in gut microbiota, such approaches are limited in capturing transient microbial dynamics. We hypothesize that post-exercise sampling time points are critical for capturing acute exercise-induced microbial shifts. Thus, to investigate temporal alterations in gut microbiota across two mouse strains with different motility characteristics following acute high-intensity exercise, samples were collected at multiple time points (0, 30, and 60 min) at rest and following a single acute high-intensity exercise session.

## 2 Materials and methods

### 2.1 Animal and experimental design

Eight-week-old male BALB/c mice (*n* = 32) and C57BL/6J mice (*n* = 32), weighing 27 ± 2 g, were purchased from Charles River Co. (Beijing, China). All mice were housed individually in cages in a controlled environment (23 ± 1 °C, 12:12 h light–dark cycle). All shipped mice were acclimated to the new controlled surroundings for 1 week. To minimize the variation of environmental factors, all mice had ad libitum access to autoclaved water and were fed a standard commercial rodent chow diet (Rodent breeding diet, code 1035, Beijing HFK Bioscience Co., Ltd., Beijing, China).

All exercise experiments were conducted at the same time of the day (between 9 a.m. and 12 a.m., 1–3 h after lights off), with immediate sample processing to control for circadian variation. Exercise protocol was adapted from standardized running protocols used in previous studies with slight modifications. The protocol was designed in line with PASS protocols of the Molecular Transducers of Physical Activity Consortium (MoTrPAC) (MoTrPAC Study Group, Lead Analysts, MoTrPAC Study Group, 2024; Sanford et al., 2020; Sato et al., 2022). Sampling series was selected towards early time points (0, 30, and 60 min post-exercise) to capture the temporal dynamics of acute-exercise responses.

### 2.2 Exercise protocol

All experiments were conducted between 9 a.m. and 12 p.m. in non-fasted animals. A modified exercise protocol based on previous studies was employed (Sanford et al., 2020; Sato et al., 2022). In brief, mice were habituated to treadmill running (Model DB030, Beijing Zhishuduobao Biological Technology, Beijing, China) following a 5-day acclimatization protocol as described below (Days 1–5):

Day 1 (15 min total; 5 deg. inclination).

For the first 5 min, mice were placed on the stationary treadmill.

Start running at 6 m/min and accelerate by 2 m/min every 2 min up to 12 m/min.

Day 2 (15 min total; 5 deg. inclination).

Start running at 6 m/min and accelerate by 2 m/min every 2 min up to 14 m/min.

Day 3 (15 min total; 5 deg. inclination).

Start running at 6 m/min and accelerate by 2 m/min every 2 min up to 16 m/min.

Day 4 and Day 5.

Rest.

Mice completed the acclimatization protocol were randomly divided into two groups in each mouse strain. On the day of study, food was removed from all the cages at 8 a.m. (1 h prior to the experiment). The exercise group of mice were subjected to a single bout of acute treadmill running as described below (Day 6), whereas the control group of mice were placed on a stationary treadmill alongside the running treadmill for the same amount of time (sham-exercise). To ensure exercise-specific effects, control mice were subjected to identical handling, environmental, and procedural conditions as exercised mice, except for treadmill belt movement.

Day 6 (30 min total; 5 deg. inclination) Start running at 6 m/min and accelerate by 2 m/min every 2 min up to 20 m/min, an intensity previously estimated to correspond to approximately 80–90% VO_2_max in mice based on published regression equations (Qin et al., 2024; Sousa et al., 2019; Xu L. et al., 2023). Mice attempting to rest were encouraged to continue running by gently tapping on their back.

Mice were kept in their host cages with no access to food between the end of exercise and before they were sacrificed by cervical dislocation immediately, 30 or 60 min after the exercise bout (n = 8 for each time point per strain) or immediately after shamexercise (*n* = 8), respectively (Figure 1).

**Figure 1:**
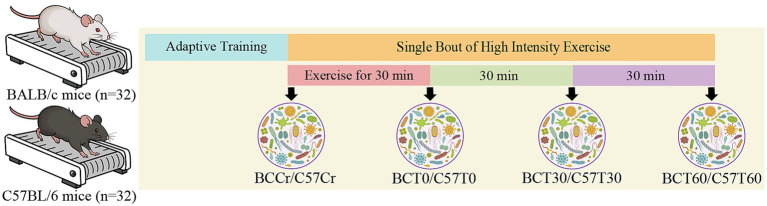
Study design.

### 2.3 Sample acquisition

#### 2.3.1 Fecal sample collection

In both BALB/c mice and C57BL/6 J mice, samples were aseptically collected at immediately, 30 or 60 min after the exercise bout or immediately after sham-exercise as baseline. The entire intestine was removed and colonic segments were excised using a sterile scalpel at 4 °C. To ensure consistency in microbiome analysis, the colonic contents were gently extruded in their entirety from the whole colon using sterile tweezers, avoiding cross-contamination, and placed into sterile centrifuge tubes. In order to protect the quality of the samples, the samples were kept at −80 °C.

#### 2.3.2 Extraction of fecal sample DNA and quality control

The CTAB/SDS method was used to extract total genome DNA from fecal samples, using the CTAB extraction buffer (N0211, NobleRyder, Beijing, China). All samples from the same strain were processed in parallel to minimize batch effects. The purity and concentration of the DNA was detected by agarose gel electrophoresis, and the appropriate amount of DNA was placed in a centrifuge tube and diluted to 1 ng/μL with sterile water. Both extraction blanks (sterile water subjected to the full DNA extraction protocol) and PCR-negative controls (nuclease-free water replacing template DNA) were included to assess contamination during DNA extraction and amplification steps.

### 2.4 16S rRNA gene sequencing and data processing

#### 2.4.1 16S rRNA gene amplification and library preparation

The diluted genomic DNA was used as a template for PCR amplification using specific primers, high efficiency high fidelity enzyme and Phusion® High-Fidelity PCR Master Mix with GC Buffer to ensure the amplification efficiency and accuracy. Primers in the 16S V4 region (515F and 806R) identified bacterial diversity; primers in the 18S V4 region (528F and 706R) identified prokaryotic microbial diversity; and primers in the ITS1 region (ITS5-1737F and ITS2-2043R) identified fungal diversity. In addition, amplified regions included: 16S V3-V4/16S V4-V5/16SV5-V7; Archaea 16S V4-V5/Archaea 16S V8; 18S V9 and ITS2 regions. For electrophoresis detection, screen out eligible PCR products using an agarose gel at a 2% concentration. After being purified using magnetic beads, the qualified PCR products were quantified using enzyme labeling and mixed in aliquots based on their concentration. Following mixing, they were electrophoretically detected using a 2% agarose gel once more, and the target bands were recovered using the Qiagen gel recovery kit. The TruSeq® DNA PCR-Free Sample Preparation Kit was used to create the library, Qubit and Q-PCR were used to quantify it, and NovaSeq6000 was used to qualify it for online sequencing.

#### 2.4.2 Paired-end reads assembly and quality control

Paired-end reads were assigned to samples based on their unique barcode and truncated by cutting off the barcode and primer sequence. Paired-end reads were merged using FLASH (VI.2.7^1^) (Magoč and Salzberg, 2011), which was designed to merge paired-end reads when at least some of the reads overlap the read generated from the opposite end of the same DNA fragment, and the splicing sequences were called raw tags. Quality filtering on the raw tags were performed under specific filtering conditions to obtain the high-quality clean tag (Bokulich et al., 2013) according to the QIIME (V1.9.1^2^) (Caporaso et al., 2010) quality controlled process. The tags were compared with the reference database (Silva database^3^) using UCHIME algorithm (UCHIME Algorithm^4^) (Edgar et al., 2011) to detect chimera sequences, and then the chimera sequences were removed (Haas et al., 2011). Then the Effective Tags finally obtained.

#### 2.4.3 Bioinformatics analysis

Based on the valid data, species categorization analysis and OTU (Operational Taxonomic Unit) clustering were then carried out. The OTUs sequences were classified by species annotation according to the silva SSUrRNA database (Quast et al., 2013). To assess the diversity of species complexity in the samples, Alpha diversity analysis was performed by observed species index and Shannon index, and Beta diversity was analyzed by Principal Coordinates Analysis (PCoA) performed based on UniFrac distances. To statistically test for differences in microbial community structure between groups, we performed analysis of similarities (ANOSIM) and permutational multivariate analysis of variance (PERMANOVA) using the vegan package in R (version 4.4.2) based on Bray-Curtis distances, each with 999 permutations. Differences in abundance between groups were calculated using the R (version 4.4.2) edgeR package, and heatmap and Venn plots were plotted. All difference abundance histograms were plotted by LDA Effect Size (LEfSe) analysis performed using the R (version 4.4.2) lefse package implementation, with a linear divergence analysis (LDA) score threshold set at 4.0. LDA scores indicate the degree of effect of significantly different species between groups, with higher scores indicating higher scores indicate greater differences in characteristics between the two groups. Functional predictions of the differentially abundant genera were derived from previously published literature.

### 2.5 Statistical analysis

The analyses were performed using R (version 4.4.2) and SPSS (version 26.0) and expressed as means ± SEM. After data were tested for normality, the Student’s t test was used to compare two groups. For comparisons involving more than two groups, one-way analysis of variance (ANOVA) was performed, followed by post-hoc pairwise comparisons using the least significant difference (LSD) test. To control the false discovery rate due to multiple testing, *p*-values from all post-hoc comparisons were adjusted using the Benjamini–Hochberg procedure (FDR < 0.05). Data differences were considered to be statistically significant at a value of *p* < 0.05. Figures were generated using the GraphPad Prism software (Version 9.0; San Diego, CA, USA).

## 3 Results

### 3.1 Overall distribution of gut microbiota species in response to acute exercise

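Colonic contents of 64 mice were profiled by sequencing the 16S rRNA gene, which bacteria carry and which names the genera present. BALB/c and C57BL/6 mice each gave 4 groups of 8 mice. The groups were sham-exercised controls (BCCr and C57Cr) and mice sampled at 0 min (BCT0, C57T0), 30 min (BCT30, C57T30) or 60 min (BCT60, C57T60) after a treadmill run. Controls were killed immediately after sham exercise, and the exercised mice had no food until they were killed. No control was matched to 30 or 60 min. Exercise therefore cannot be told apart from the longer time without food at those times. The authors merged the read pairs with FLASH, filtered the tags in QIIME, removed chimeras with UCHIME, clustered the tags into operational taxonomic units (OTUs) and named them with the SILVA database. The deposited tables hold each taxon's fraction of its library, and every library sums to 1. They list 2512 OTUs and 275 genus entries, and on average 52.5% of a library lies in entries pooled as Others for lack of a genus name. The smallest value above 0 is 0.00352% in all 64 libraries. The effective tags per library, which the authors list in Supplementary file 3, ranged from 32175 to 60124 with a median of 49754. The range and median were 33549 to 49722 with a median of 42690 in BCCr, 40875 to 56144 with a median of 48100.5 in BCT0, 45597 to 57700 with a median of 50321 in BCT30 and 45901 to 57956 with a median of 50555 in BCT60. They were 39267 to 53271 with a median of 50713 in C57Cr, 45047 to 54095 with a median of 48747.5 in C57T0, 48393 to 60124 with a median of 54327 in C57T30 and 32175 to 54895 with a median of 46232 in C57T60. The tables give fractions, and tag counts were not derived from them, so no counting interval is given for a value. The Q20, the percentage of bases with a low error rate, was 98.06% to 98.21% in 13 libraries, called the higher Q20 class here, and lower in the other 51, the lower Q20 class. The 13 are all 8 of C57T30, replicates 1 to 4 of C57T60 and replicate 8 of C57T0. The methods state that all samples of 1 strain were processed in parallel, so a difference between the strains and a difference between processing runs cannot be told apart. Taxa with a mean of at least 0.01% over the 16 mice of a comparison were compared by an exact permutation test of the means (12870 assignments, 2-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. Tests of diversity were exact rank-sum tests, as in Figure 3. Where a difference, a call or a count is given without a replicate number, the mice of that number were left out of both groups compared.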

Analysis of fecal samples by 16S rRNA sequencing revealed significant phylum-level shifts in gut microbiota composition following acute exercise in both BALB/c and C57BL/6 mice, with strain-specific variations in abundance. *Bacteroidetes, Fimicutes, Proteobacteria*, and *Deferribacteres* were the dominant bacterial phyla (Figure 2A). 

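Bacteroidetes, which hold many of the gut's polysaccharide degraders, made up 47.4 ± 6.30% of the tags in BCCr and 49.2 ± 7.78% in C57Cr (SD, n = 8 mice). Firmicutes, to which most of the gut's butyrate producers belong, made up 35.6 ± 5.03% and 30.76 ± 6.39%. In BCT60 mice Bacteroidetes fell to 40.6 ± 3.63% (adjusted p = 0.0282, exact permutation test), while Firmicutes were at 35.3 ± 1.71%. Bacteria without a phylum name, counted here as 1 phylum, rose from 6.72 ± 1.43% in BCCr to 9.16 ± 1.71% in BCT30 (exact adjusted p = 0.0305). In BCT60 they averaged 11.6 ± 1.59%. Most of them were Clostridia, at 6.30% in BCCr and 11.4% in BCT60, a class also listed under Firmicutes. The share of Firmicutes thus leaves out part of the Clostridia. Actinobacteriota fell from 0.35 ± 0.090% in BCCr to 0.214 ± 0.0618% in BCT30 (exact adjusted p = 0.0305) and 0.213 ± 0.0593% in BCT60 (adjusted p = 0.00746). Desulfobacterota, the phylum of the sulfite reducer Bilophila, fell from 1.51 ± 0.342% in C57Cr to 0.934 ± 0.196% in C57T30 (exact adjusted p = 0.00399). Campilobacterota, the phylum of Helicobacter, rose to 0.0347 ± 0.0257% in C57T30 (exact adjusted p = 0.000855) and 0.169 ± 0.16% in C57T60 (adjusted p = 0.00249). Proteobacteria were at 5.46 ± 9.11% in C57Cr and 0.394 ± 0.840% in BCCr, and Deferribacteres, which hold the mucus dweller Mucispirillum, at 0.760 ± 1.41% in BCT60, and neither passed the test. In all, 2 of 8 phyla tested changed in BCT30, 3 of 8 in BCT60, 4 of 11 in C57T30 and 1 of 16 in C57T60. The exact permutation test gave 0 of 8 phyla in BCT0 and 0 of 9 in C57T0, with 1 phylum under an unadjusted p of 0.05 in each.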

The identified predominant phyla, *Bacteroidetes*, *Firmicutes*, and *Proteobacteria,* are well-established major constituents of murine gut microbiota.

**Figure 2:**
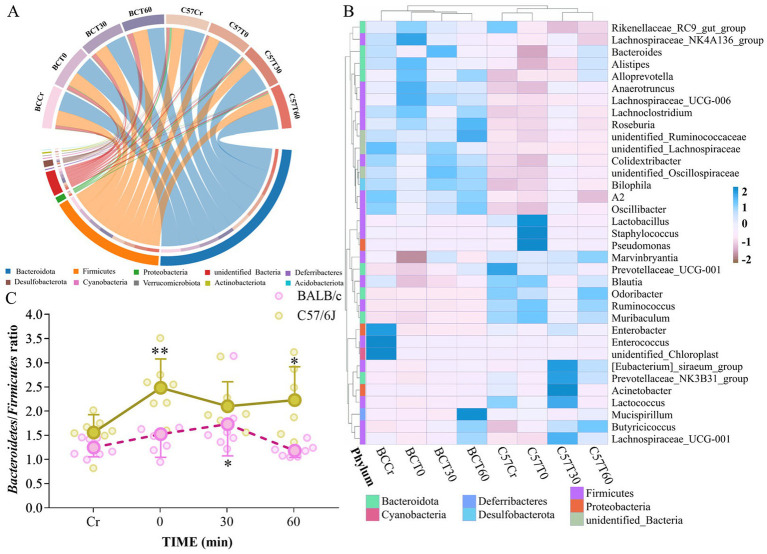
Impact of acute high-intensity exercise on compositional dynamics of gut microbiota. **(A)** Circos plot representing the top 10 most abundant phylums across groups. **(B)** Heatmap illustrating the top 35 most abundant genera across samples. **(C)** Temporal dynamics of the *Bacteroidetes/Firmicutes* ratio following acute high-intensity exercise. No significant difference was observed between the two strains at baseline (BCCr vs. C57Cr). Comparisons shown: within-strain (BCCr vs. BCT30/BCT60; C57Cr vs. C57T30/C57T60), *p < 0.05, **p < 0.01, determined by one-way ANOVA followed by LSD *post-hoc* tests.

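The ratio of Bacteroidetes to Firmicutes was 1.68 ± 0.489 in C57Cr and 1.38 ± 0.427 in BCCr (SD, n = 8). Ratios ranged from 0.822 to 2.55 between C57Cr mice and from 0.998 to 2.35 between BCCr mice. The difference of 0.298 did not exceed the spread between mice (exact permutation test, p = 0.217, adjusted p = 0.359 over 7 comparisons).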

The top 35 most abundant genera were selected based on genus-level species annotation and abundance data from all samples. These genera were clustered at the genus and sample levels and displayed in a heatmap according to their relative abundance (Figure 2B). While certain genera showed similar abundance patterns, most exhibited pronounced inter-strain differences. 

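Lactobacillus, a lactic acid producer, averaged 1.78 ± 2.51% in C57T60 against 0.0980 ± 0.0788% in C57Cr (SD, n = 8), and it was higher in every C57T60 mouse than in any C57Cr mouse (adjusted p = 0.00565, exact permutation test). Without replicate 4, at 7.79%, the difference was 0.82 percentage points (exact adjusted p = 0.00891). With all 8 mice the methods' t test did not call the difference (adjusted p = 0.183, over all alternatives 0.000865 to 0.183). Pseudomonas, a genus of soil and water, averaged 1.32 ± 2.48% in C57T60 and 0.0519% in C57Cr, and the skin genus Staphylococcus 1.25 ± 1.44% and 0.0343%. Neither difference passed the test (exact adjusted p = 0.152 and 0.152). Both genera were high in the 4 C57T60 libraries of the lower Q20 class, with means of 2.61% and 2.49%, and low in the 4 others, with means of 0.0176% and 0.0132%. Enterococcus averaged 1.24 ± 3.49% in BCT0, where 3 of 8 mice had a value above 0, and 0.00176% in BCCr (exact adjusted p = 0.828). Replicate 8 of BCT0 held 9.88%, and the other 7 mice averaged 0.00251%. Enterorhabdus, an actinobacterium of the family Eggerthellaceae, had its highest mean among the 4 BALB/c groups in BCCr, at 0.194 ± 0.0430%.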

Notably, temporal changes in genus abundance following exercise were strain-dependent, with contrasting trajectories observed for specific taxa (e.g., *Lactobacillus*, *Pseudomonas*, and *Staphylococcus* were enriched in C57BL/6 mice at 60 min post-exercise [C57T60], whereas *Enterococcus* and *Enterorhabdus* predominated in BALB/c mice at baseline [BCT0]).

The ratio of *Bacteroidetes* to *Firmicutes*, a critical indicator of intestinal microecology, increased post-exercise in both strains, with a more marked elevation in C57BL/6 mice (Figure 2C). This increase suggests improved intestinal health following exercise, as previous studies have associated dysregulation of the *Bacteroidetes*/*Firmicutes* ratio with metabolic disorders (e.g., obesity, diabetes).

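In BALB/c mice the ratio of Bacteroidetes to Firmicutes was 1.42 ± 0.540 in BCT0, 1.64 ± 0.649 in BCT30 and 1.15 ± 0.151 in BCT60 (SD, n = 8). In C57BL/6 mice it was 2.36 ± 0.647 in C57T0, 1.99 ± 0.549 in C57T30 and 2.08 ± 0.754 in C57T60. The largest difference from a control was 0.677 in C57T0, where 6 of 8 mice lay above the C57Cr mean (exact permutation test, p = 0.030, adjusted p = 0.210). No comparison of the ratio passed the adjusted threshold, with adjusted p from 0.359 to 0.893 in the other 5 comparisons with a control. The change from control in C57BL/6 minus that in BALB/c was 0.644 at 0 min (permutation test, adjusted p = 0.170), 0.0535 at 30 min (adjusted p = 0.887) and 0.63 at 60 min (adjusted p = 0.170). With replicate 1 left out of both groups, the difference in BCT30 was -0.00890, and with replicate 1 or 3 left out of both groups the difference in BCT0 was -0.0575 or -0.147.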

### 3.2 Significant changes in gut microbiota alpha diversity following acute exercise

The average number of OTUs and shared OTUs across different groups (BCCr, BCT0, BCT30, BCT60, C57Cr, C57T0, C57T30, and C57T60) were visualized using Venn diagrams (Figures 3A,B). A total of 591 genera were shared by all BALB/c mouse groups pre- and post-exercise, with exercise eliciting dynamic genus-level changes. The BCCr group had 96 unique genera, BCT0 had 193 unique genera, BCT30 had 93 unique genera, and BCT60 had 110 unique genera (Figure 3A). In contrast, C57BL/6 mice displayed greater microbial plasticity, with 644 shared genera across groups; however, the C57Cr group had 60 unique genera, C57T0 had 92 unique genera, C57T30 had 302 unique genera, and C57T60 had 421 unique genera (Figure 3B). 

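The shared and unique features of the OTU table, counted as above 0 in at least 1 mouse, are OTUs, of which several can belong to 1 genus. BCCr held 809 OTUs, BCT0 925, BCT30 820 and BCT60 816. Of the OTUs unique to 1 BALB/c group, 89.6% in BCCr, 95.9% in BCT0, 91.4% in BCT30 and 91.8% in BCT60 were seen in a single mouse. They held 2.53% of the tags in BCT0 and 0.0624% to 0.0835% in the other 3 groups. Counted at the genus level, 88, 130, 94 and 86 genera were above 0 in BCCr, BCT0, BCT30 and BCT60, and 38 genera were found in BCT0 alone among the BALB/c groups. Replicate 8 of BCT0 held 38 of these genera and the other 7 mice 1, and OTUs unique to BCT0 made up 19.7% of its tags and 0.0708% on average in the other 7. Its library also held chloroplast (3.40%) and mitochondrial sequences (1.83%), both listed at 0 in the other 63 libraries except for mitochondrial sequences of 0.00352% in C57T60 replicate 5. These counts carry no test.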

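The C57BL/6 groups held 832 OTUs in C57Cr, 1074 in C57T0, 1463 in C57T30 and 1585 in C57T60. Of the OTUs unique to C57T30, 67 were in at least 2 mice and 77.8% were in a single mouse. Of those unique to C57T60, 123 were in at least 2 mice and 70.8% in a single mouse. These OTUs held 0.893% of the tags in C57T30 and 2.23% in C57T60. At the genus level, 95 genera were above 0 in C57Cr, 122 in C57T0, 179 in C57T30 and 215 in C57T60. Genera found in 1 C57BL/6 group alone numbered 38 in C57T30, whose libraries are all of the higher Q20 class, and 70 in C57T60. Of the latter, 61 were only in replicates 5 to 8, of the lower Q20 class, 7 only in replicates 1 to 4 and 2 in both. These counts were not tested.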

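Over all 8 groups of both strains, 535 OTUs were shared. OTUs found in 1 of the 8 groups alone numbered 71 in BCCr, 126 in BCT0, 64 in BCT30 and 73 in BCT60, and 38 in C57Cr, 75 in C57T0, 272 in C57T30 and 389 in C57T60. Such counts pool the 8 mice of a group and were not tested.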

Petal plot analysis further confirmed these strain-specific differences, revealing a significantly higher number of unique genera in C57T30 and C57T60 groups compared to other groups (Figure 3C). These results indicate that acute aerobic exercise has the most substantial impact on gut microbiota composition in C57BL/6 mice at 30 and 60 min post-exercise.

**Figure 3:**
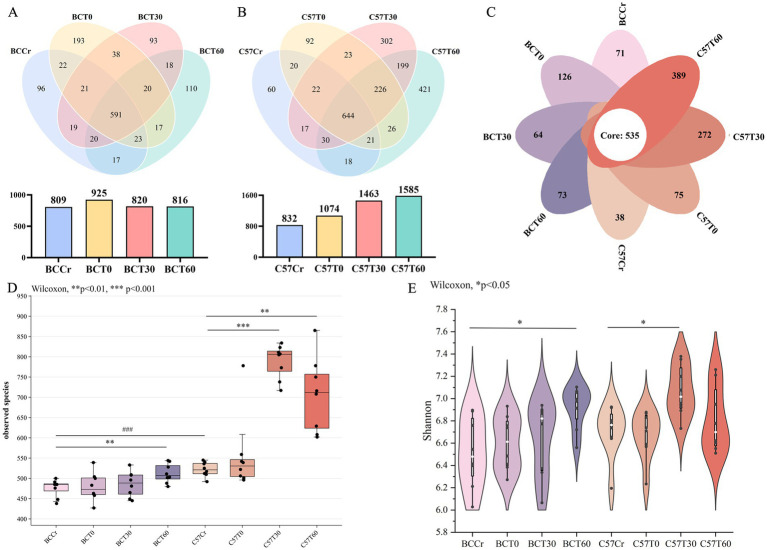
Acute high-intensity exercise significantly alters gut microbiota α-diversity. **(A,B)** Venn diagrams illustrating the average number of operational taxonomic units (OTUs) and overlapping OTUs among groups in **(A)** BALB/c and **(B)** C57BL/6 mice. **(C)** Petal diagram showing shared and unique bacterial genera across sample groups. **(D,E)** Alpha diversity as indicated by **(D)** observed species and **(E)** Shannon index across groups. Comparisons shown: within-strain (BCCr vs. BCT30/BCT60; C57Cr vs. C57T30/C57T60), ^**^p < 0.01, ***p < 0.001; and between-strain baseline (BCCr vs. C57Cr). ^###^*p* < 0.001, determined by Wilcoxon test. *p*-values were adjusted for multiple testing with the Benjamini-Hochberg FDR correction.

Alpha diversity analysis was performed to assess changes from baseline (sham-exercise) within each strain. To comprehensively characterize community structure, we used observed species (richness) and the Shannon index (richness and evenness) (Eitan et al., 2024). The observed species indicated that the BCT60 (*p* < 0.01), C57T30 (*p* < 0.001), and C57T60 (*p* < 0.01) groups had significantly greater numbers of observed species (Figure 3D), suggesting the emergence of new genera post-exercise. 

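Each BCT60 mouse held on average 512 ± 23.8 OTUs against 476 ± 21.6 in BCCr (SD, n = 8), and 6 of the 8 BCT60 mice lay above every BCCr mouse (adjusted p = 0.0122, exact rank-sum test). C57T30 mice held 788 ± 41.9 and C57T60 mice 707 ± 91.7, against 522 ± 17.8 in C57Cr, and every mouse of both groups lay above every C57Cr mouse (exact adjusted p = 0.000544 for each). BCT0 with 479 ± 34.7, BCT30 with 486 ± 31.3 and C57T0 with 555 ± 92.6 OTUs did not pass the test (exact adjusted p = 0.983, 0.706 and 0.841). Within C57T60, the 4 libraries of the higher Q20 class averaged 775 OTUs and the 4 others 639, a difference that an exact rank-sum test with 4 against 4 mice did not call (p = 0.0571). Replicate 8 of C57T0, the only C57T0 library of the higher Q20 class, held 778 OTUs and the other 7 mice 496 to 559. These 7 averaged 524 OTUs against 522 in all C57Cr mice. With replicate 8 left out of both groups the difference of C57T0 from C57Cr was -0.286 OTUs. In BCT60 the difference missed the threshold when only OTUs of at least 0.01% in a mouse were counted (15.4 OTUs, exact adjusted p = 0.0533).

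**Figure D1:**
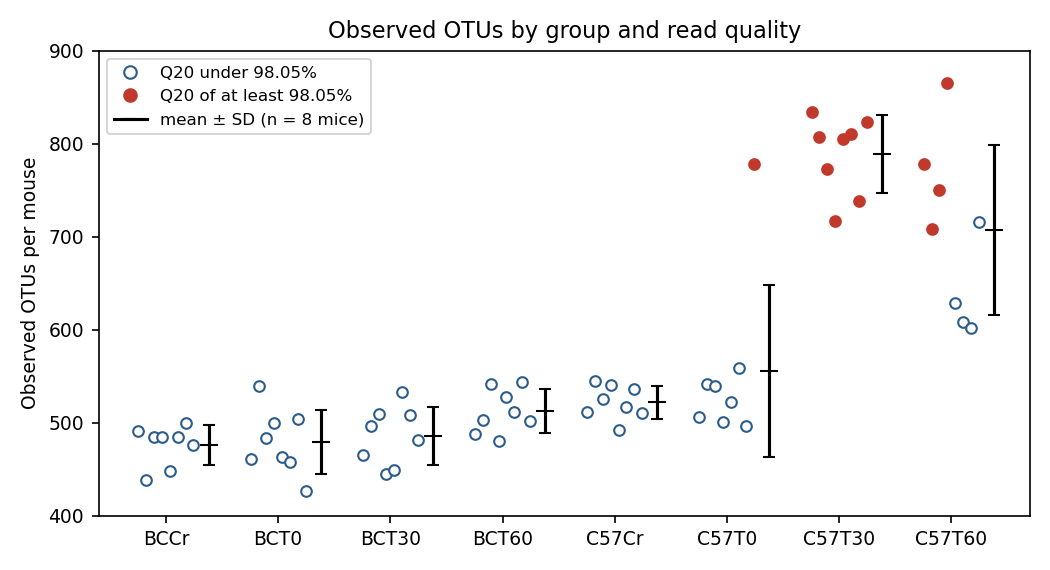
Observed OTUs per mouse in the 8 groups, with the mean and SD of each group of 8 mice. Filled red points are libraries of the higher Q20 class and open blue points those of the lower class. The C57T30 mice lie between 717 and 834 OTUs, and 1 C57T0 mouse lies at 778.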

At baseline, C57BL/6 mice harbored significantly more OTUs than BALB/c mice (*p* < 0.001), and this strain difference persisted across all post-exercise time points, with a particularly notable expansion of novel genera in the C57T30 and C57T60 groups. Moreover, substantial differences in Shannon index were identified between groups: BCCr vs. BCT60 (*p* < 0.05) and C57Cr vs. C57T30 (*p* < 0.05). 

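At baseline, 7 of 8 C57Cr mice held more OTUs than any BCCr mouse, with a difference in means of 46.1 OTUs (exact rank-sum test, adjusted p = 0.000414 over the 4 times). At 0 min 3 of 8 C57T0 mice lay above every BCT0 mouse (exact adjusted p = 0.00746), and at 30 and 60 min all 8 did (adjusted p = 0.000311 for each). The change from control was larger in C57BL/6 than in BALB/c by 257 OTUs at 30 min and by 149 at 60 min. A permutation test gave p = 1e-05 for each, the smallest it can give (adjusted p = 6e-05). At 0 min this difference was 29.9 OTUs (permutation adjusted p = 0.551). All 8 C57T30 and 4 of 8 C57T60 libraries were of the higher Q20 class, and no control or BALB/c library was. At 30 min the permutation test cannot tell a response of the strain apart from that class. At 60 min the 4 C57T60 libraries of the lower class averaged 639 OTUs against 522 in C57Cr.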

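The Shannon index was 6.92 ± 0.189 in BCT60 and 6.52 ± 0.316 in BCCr (SD, n = 8), and 8 of 8 BCT60 mice lay above the BCCr mean (adjusted p = 0.0245, exact rank-sum test). It was 7.07 ± 0.23 in C57T30 and 6.71 ± 0.232 in C57Cr, with 8 of 8 C57T30 mice above the C57Cr mean (exact adjusted p = 0.0245). The index did not differ between the strains at baseline beyond the spread between mice (difference 0.191, exact adjusted p = 0.547). The BCT60 difference missed the threshold without replicate 2, 3, 5, 6 or 7 (0.317 to 0.403, exact adjusted p 0.0612 to 0.0918), and the C57T30 difference without replicate 1, 2, 3, 5, 6, 7 or 8 (0.283 to 0.403, adjusted p 0.0612 to 0.0918). The C57T30 difference was 0.31 with only OTUs of at least 0.01% in a mouse and 0.344 with only OTUs seen in at least 2 mice (exact adjusted p = 0.0984 for each).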

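From 30 to 60 min the Shannon index differed by 0.281 in BALB/c, where BCT30 averaged 6.64 ± 0.335 (SD, n = 8; exact rank-sum test, p = 0.0281, adjusted p = 0.0998). In C57BL/6 it differed by -0.255, with 6.81 ± 0.297 in C57T60 (exact p = 0.105, adjusted p = 0.156). Neither step passed the adjusted threshold over 6 such tests. The change from control at 60 min, C57BL/6 minus BALB/c, was -0.304 (permutation test, adjusted p = 0.173). At 0 min the index was 6.6 ± 0.243 in BCT0 and 6.68 ± 0.214 in C57T0.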

Notably, temporal diversity patterns differed between strains; while BALB/c mice displayed increasing shannon diversity from 30 to 60 min post-exercise (BCT30 vs. BCT60), C57BL/6 mice exhibited peak diversity at 30 min (C57T30) followed by a decline at 60 min (C57T60) (Figure 3E). This decline, despite sustained high richness, reflects decreased community evenness driven by the increasing dominance of exercise-responsive genera. 

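Pielou evenness, the Shannon index divided by its highest possible value for the number of OTUs, was 0.720 ± 0.0237 in C57T60, 0.734 ± 0.0189 in C57T30 and 0.743 ± 0.0277 in C57Cr (SD, n = 8). C57T60 minus C57T30 was -0.0141 (exact rank-sum test, adjusted p = 0.161), and C57T60 minus C57Cr did not pass the test either (adjusted p = 0.367). The number of OTUs differed by -81.5 from C57T30 to C57T60 (exact p = 0.0499, adjusted p = 0.0998). In BALB/c evenness was 0.769 ± 0.0171 in BCT60 and 0.733 ± 0.0333 in BCCr (exact adjusted p = 0.0729). The change from control at 60 min was lower in C57BL/6 than in BALB/c, the difference being -0.0595 (permutation test, adjusted p = 0.000960). The share of Lactobacillus in single C57T60 mice ranged from 0.278% to 7.79%.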

Overall, exercise enhanced intestinal microbial diversity in both mouse strains; however, the increase was more pronounced in C57BL/6 mice than in BALB/c mice.

### 3.3 Significant changes in gut microbiota beta diversity following acute exercise

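The mean Jaccard distance, the share of OTUs 2 mice do not have in common, was 0.528 between C57T30 and C57Cr mice and 0.510 between C57T60 and C57Cr mice, against 0.301 among C57Cr, 0.401 among C57T30 and 0.531 among C57T60 mice. On these distances ANOSIM R was 1.00 for C57T30 and 0.416 for C57T60 against C57Cr (exact p = 0.000155 each, 8 against 8 mice). Between C57T0 and C57Cr the mean distance was 0.326, against 0.354 among C57T0 mice, and without C57T0 replicate 8 it was 0.302. On the first 2 principal coordinates of these distances, the C57BL/6 mice spread over 34.8% and 11.0% of the variation. On the first, the 13 libraries of the higher Q20 class, C57T0 replicate 8 among them, lay at 0.199 to 0.322 and the 19 others at -0.180 to -0.126. On the second, C57T60 replicates 5 to 8 lay at 0.261 to 0.306 and all others at -0.0913 to 0.0163. In weighted composition (Bray-Curtis distance), PERMANOVA with exact permutation of 8 against 8 mice gave R2 = 20.8% for C57T30 and 19.0% for C57T60 (p = 0.000155 each, the smallest p the design allows). Within C57T60, the replicates 1 to 4, of the higher Q20 class, lay at a mean Jaccard distance of 0.399 from C57T30 and 0.615 from replicates 5 to 8, while replicates 5 to 8 lay at 0.486 from C57Cr and 0.606 from C57T30. The tree that UniFrac distances need was not used here.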

Regarding community similarity, PCoA analysis revealed significant shifts in microbial composition in the C57T30 and C57T60 groups compared to the C57Cr group (Figure 4B). In contrast, acute exercise had a less pronounced impact on BALB/c groups (BCT0, BCT30, and BCT60) compared to the BCCr group (Figure 4A). Both ANOSIM and PERMANOVA analyses confirmed significant between-group differences in gut microbial community structure. 

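In BALB/c mice the mean Jaccard distance to BCCr was 0.369 for BCT0, 0.335 for BCT30 and 0.332 for BCT60, against 0.326 among BCCr and 0.402 among BCT0 mice. Replicate 8 of BCT0 lay at a mean distance of 0.599 from BCCr and the other 7 BCT0 mice at 0.336. The first 2 principal coordinates carried 16.2% and 7.87% of the variation, and on the first this replicate lay at 0.528 and the other BALB/c mice at -0.0540 to 0.0481. On Bray-Curtis distances, PERMANOVA gave R2 = 17.2% for BCT30 (p = 0.00124) and 20.2% for BCT60 (p = 0.000155), by exact permutation of 8 against 8 mice. The difference between the strains in these distances was not tested.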

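On Bray-Curtis distances between 8 and 8 mice, with all assignments enumerated, ANOSIM gave R = 0.803 between C57Cr and BCCr, 0.554 for C57T30, 0.438 for C57T60 and 0.401 for BCT60 against their controls (exact p = 0.000155 for each, the smallest possible). For BCT30 it was 0.306 (p = 0.00124) and for C57T0 0.189 (exact p = 0.0241). PERMANOVA gave R2 = 29.9% between the strains and 10.7% for C57T0 (exact p = 0.0401). The C57T0 result missed the threshold without replicate 1, 3 or 7 (R = 0.117, 0.146 and 0.175, exact p 0.0559 to 0.0921, and p 0.0723 to 0.151 for PERMANOVA), and on the presence of OTUs R was -0.0354 (p = 0.665). Among the taxa that set the strains apart at baseline, the Rikenellaceae genus Alistipes and the Muribaculaceae genus Muribaculum are described with the genera.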

ANOSIM analysis confirmed significant between-group differences (all R > 0), with the most substantial variations observed between mouse strains (BCCr vs. C57Cr: *p* < 0.001, R = 0.803) and across post-exercise time points (C57Cr vs. C57T0: *p < 0.05*; C57Cr vs. C57T30/T60: *p* < 0.001; BCCr vs. BCT30: *p* < 0.001; BCCr vs. BCT60: *p* < 0.05). 

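Between BCT0 and BCCr, ANOSIM R was 0.0804 (exact p = 0.101) and PERMANOVA R2 9.41% (exact p = 0.0612, 8 against 8 mice). The mean Bray-Curtis distance between the groups was 0.412, close to that within BCT0 (0.409) and within BCCr (0.393). Without replicate 2, ANOSIM R was 0.159 (exact p = 0.0379), and PERMANOVA passed the threshold without replicate 1, 2 or 3 (p 0.0198 to 0.0431). On the presence of OTUs, R was 0.14 (exact p = 0.0188).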

Notably, no significant difference was observed between the BCCr and BCT0 groups (*p > 0.05*).

**Figure 4:**
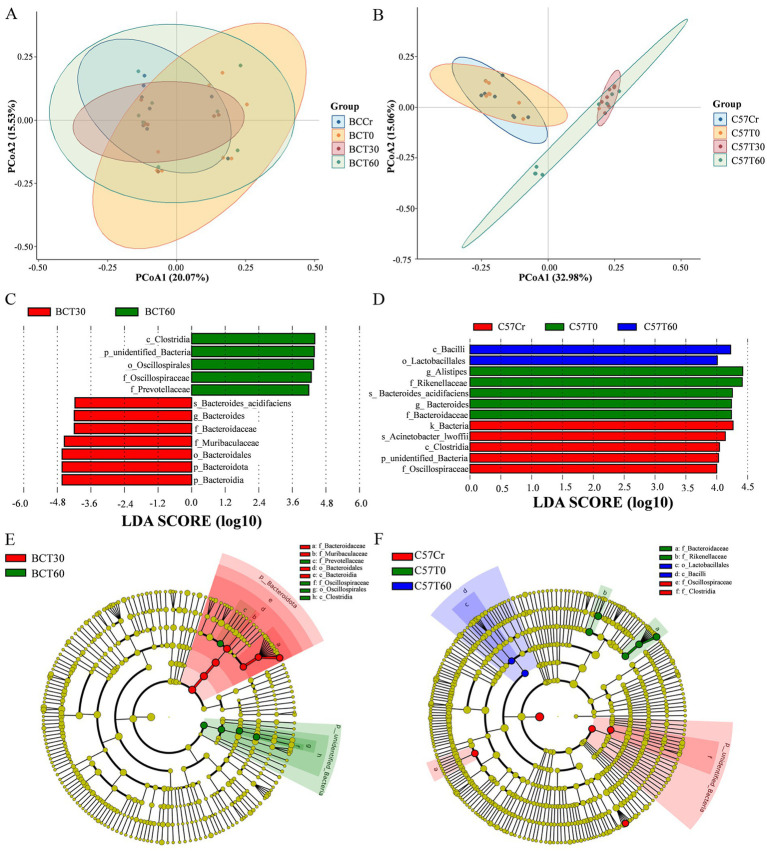
Acute high-intensity exercise significantly alters gut microbiota *β*-diversity. **(A,B)** PCoA plots based on unweighted UniFrac distances showing distinct clustering of groups in **(A)** BALB/c and **(B)** C57BL/6 mice. Ellipses represent 95% confidence intervals around group centroids. **(C,D)** LDA scores from multi-group comparison among BCCr, BCT0, BCT30, and BCT60 groups in **(C)** BALB/c mice, and among C57Cr, C57T0, C57T30, and C57T60 groups in **(D)** C57BL/6 mice. Only taxa with LDA score > 4.0 and Wilcoxon test *p* < 0.05 (adjusted by Benjamini–Hochberg FDR) are shown. **(E,F)** LEfSe identifying specific microbial signatures in **(E)** BALB/c and **(F)** C57BL/6 mice groups. The same significance thresholds as in **(C,D)** were applied.

Additionally, LEfSe analysis revealed that at 30 min post-exercise, BALB/c mice were enriched in taxa belonging predominantly to the phylum *Firmicutes*, including *Clostridia*, *Oscillospirales*, and *Oscillospiraceae* (Figure 4C). 

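In BALB/c mice the family Oscillospiraceae, which holds Oscillibacter and other anaerobes that form short-chain fatty acids, occurs in the table in 2 lineages, 1 placed under Firmicutes and 1 under a phylum without a name. The second was 2.46 ± 0.994% of the tags in BCCr, 3.91 ± 0.648% in BCT0, 4.68 ± 1.24% in BCT30 and 6.28 ± 0.926% in BCT60 (SD, n = 8), and differed among the 4 groups (Kruskal-Wallis permutation test, adjusted p = 0.000240). Its class Clostridia went with it, at 6.30 ± 1.57% in BCCr, 8.87 ± 1.70% in BCT30 and 11.4 ± 1.63% in BCT60 (permutation adjusted p = 0.000240), as did its order Oscillospirales (adjusted p = 0.000240). The lineages under Firmicutes did not pass the test, with Clostridia at 34.8 ± 4.92% in BCCr and 31.3 ± 5.57% in BCT30 (permutation adjusted p = 0.418) and Oscillospiraceae at 4.84 ± 1.75% and 6.66 ± 1.72% (adjusted p = 0.183). Over classes to genera, 24 taxa differed among the BALB/c groups, and their highest mean lay in BCCr for 14, in BCT60 for 8 and in BCT30 for 2. LEfSe itself was not run here.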

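Prevotellaceae, a family of fibre-degrading Bacteroidetes, averaged 4.52 ± 7.77% in BCCr, 3.08 ± 1.96% in BCT30 and 5.20 ± 3.08% in BCT60 (SD, n = 8; Kruskal-Wallis permutation test over the 4 BALB/c groups, adjusted p = 0.148). Muribaculaceae, the main Bacteroidetes family of the mouse colon, differed among the groups, with 24.1 ± 2.87% in BCCr, 28.0 ± 4.88% in BCT30 and 20.7 ± 2.04% in BCT60 (permutation adjusted p = 0.0293), so the highest mean was that of BCT30. Bacteroidaceae, the family of Bacteroides, had their highest mean in BCT30 as well, but did not pass the test (permutation adjusted p = 0.0541).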

At 60 min post-exercise, however, most enriched taxa belonged to the phylum *Bacteroidetes*, specifically *Prevotellaceae*, *Muribaculaceae*, and *Bacteroidaceae* (Figure 4C). 

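Lactobacillales, the order of the lactic acid bacteria, averaged 1.07 ± 1.42% in C57Cr, 0.223 ± 0.232% in C57T0, 1.59 ± 1.13% in C57T30 and 2.10 ± 2.53% in C57T60 (SD, n = 8; Kruskal-Wallis permutation test over the 4 groups, adjusted p = 0.00637). Its class Bacilli averaged 1.39 ± 1.42% in C57Cr and 3.83 ± 3.17% in C57T60 (permutation adjusted p = 0.00787), and both taxa had their highest mean in C57T60. Rikenellaceae, the family of the bile-tolerant Alistipes, had their highest mean in C57T0, at 10.9 ± 2.8% against 6.82 ± 1.91% in C57Cr (permutation adjusted p = 0.00131). Oscillospiraceae under Firmicutes went from 4.94 ± 1.11% in C57Cr to 2.93 ± 0.863% in C57T60 (permutation adjusted p = 0.00853). Over classes to genera, 132 taxa differed among the C57BL/6 groups, 49 of them with the highest mean in C57T60, 44 in C57T30, 27 in C57Cr and 12 in C57T0. With a mean of at least 0.1% the count was 37. All C57T30 libraries are of the higher Q20 class, and in C57T60 replicates 5 to 8 genera of skin, water and reagents made up 2.78% to 11.4% of the tags, against 0.116% to 0.186% in replicates 1 to 4.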

In C57BL/6 mice, the C57T60 group showed enrichment in *Bacilli* and *Lactobacillales*, whereas *Alistipes*, *Rikenellaceae*, *Bacteroides*, and *Bacteroidaceae* were abundant in the C57T0 group (Figure 4D). Further examination via cladograms confirmed significant enrichment of *Bacteroidaceae*, *Muribaculaceae*, *Prevotellaceae*, *Bacteroidales*, and *Bacteroidia* in the BCT60 group, while *Clostridium*, *Oscillospirales*, Oscillospiraceae, and related taxa predominated in the BCT30 group (Figure 4E). In the C57T60 group, taxa such as *Bacteroidaceae*, *Rikenellaceae*, *Bacteroides*, and *Alistipes* were significantly enriched (Figure 4F). These findings suggest that acute aerobic exercise significantly promotes the proliferation of beneficial microbial taxa.

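In C57T60 mice Rikenellaceae averaged 5.54 ± 0.742% (SD, n = 8), the lowest mean of the 4 C57BL/6 groups. Alistipes averaged 5.28 ± 0.695% in C57T60 and 7.66 ± 2.73% in C57T30, and differed among the 4 groups with its highest mean in C57T0 (Kruskal-Wallis permutation test, adjusted p = 0.00128). Bacteroides, the only genus listed in Bacteroidaceae, also differed among the groups (permutation adjusted p = 0.0233), with its highest mean in C57T0 and its lowest in C57T60.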

### 3.4 Comparative analysis of genus-level composition and functional shifts in BALB/c and C57BL/6 mice

Comparative analysis between control groups (C57Cr vs. BCCr) identified 11 genera significantly differing in abundance, classified into the phyla *Bacteroidetes*, *Firmicutes*, and *Proteobacteria*. Of these, only *Alistipes* and *Prevotellaceae_UCG-001* had average relative abundances exceeding 1% across all samples (Figure 5A). 

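At baseline, Alistipes, a bile-tolerant genus, was lower in C57BL/6, at 6.70 ± 1.85% in C57Cr and 13.6 ± 5.21% in BCCr (SD, n = 8; adjusted p = 0.0126, exact permutation test). Odoribacter, which forms short-chain fatty acids, was higher, at 0.510 ± 0.408% and 0.0382 ± 0.0210% (exact adjusted p = 0.00276, higher in 8 of 8 C57Cr mice than in any BCCr mouse). Prevotellaceae_UCG-001 was at 1.53 ± 1.30% and 0.311 ± 0.148% (exact adjusted p = 0.00368), and the fibre degrader Ruminococcus at 0.404 ± 0.26% and 0.0954 ± 0.0583% (adjusted p = 0.00368). The Rikenellaceae_RC9_gut_group was lower in C57Cr, at 0.116 ± 0.0791% against 0.528 ± 0.378% (exact adjusted p = 0.00276, 8 of 8 mice), as was Lachnospiraceae_UCG-006, at 0.279 ± 0.162% against 1.06 ± 0.951% (adjusted p = 0.00883). Parabacteroides at 0.122% against 0.0286% and Parasutterella at 0.0519% against 0.00352% were higher in C57Cr (exact adjusted p = 0.0126 and 0.0100). Of 71 genera tested, 14 were higher and 7 lower in C57Cr. Of 10 polysaccharide-degrading Bacteroidetes genera, from a list fixed beforehand, 5 were higher and 2 lower (6 and 2 when adjusted over the list alone), and their sum was 16.0 ± 2.72% in C57Cr and 23.5 ± 5.54% in BCCr (exact adjusted p = 0.0209 over 49 sums). The methods' t test called 9 genera and the test over genera with a mean of at least 0.1% called 11.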

Functional analysis revealed that these genera are primarily involved in energy metabolism. Specifically, *Alistipes* produces succinic acid, a substrate for the TCA cycle, and modulates immune responses through the HIF-1α/IL-1β signaling pathway.

**Figure 5:**
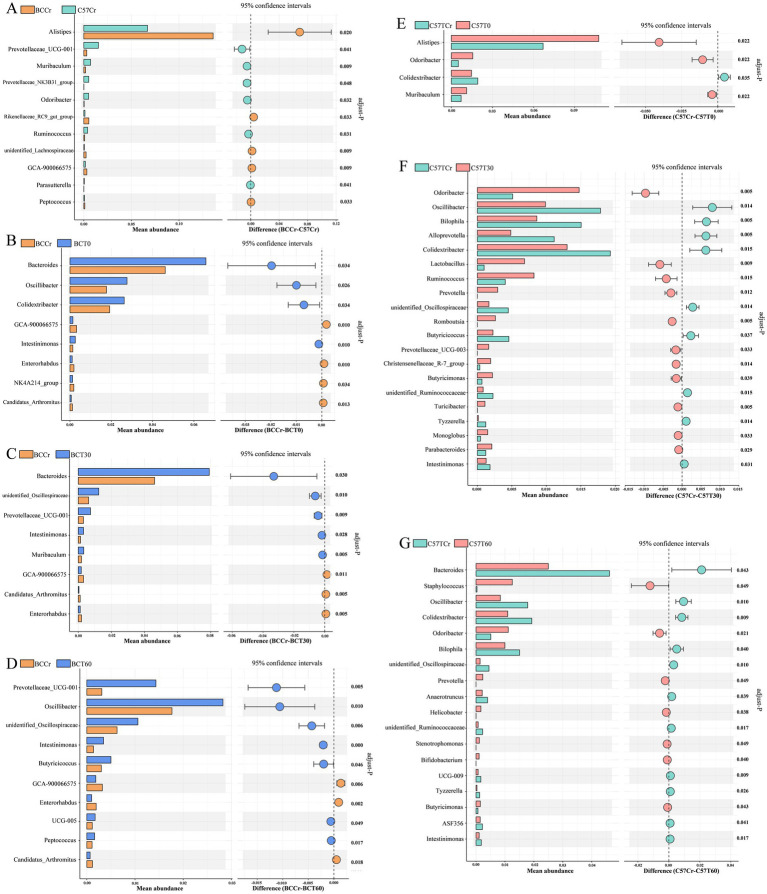
Genus-level taxonomic divergence in gut microbiota between BALB/c and C57BL/6 mice following acute high-intensity exercise. **(A–G)** Comparative genus-level profiling reveals significant differences between **(A)** BCCr vs. C57Cr; **(B)** BCCr vs. BCT0; **(C)** BCCr vs. BCT30; **(D)** BCCr vs. BCT60; **(E)** C57Cr vs. C57T0; **(F)** C57Cr vs. C57T30; and **(G)** C57Cr vs. C57T60 groups. *p*-values were adjusted for multiple testing using the Benjamini-Hochberg FDR method.

To investigate dynamic genus-level shifts in gut microbiota following acute high-intensity exercise, eight genera with significant intergroup differences were identified immediately after exercise (BCCr vs. BCT0) in BALB/c mice at T0 (immediately post-exercise). These genera belonged to the phyla *Bacteroidetes, Actinobacteriota*, and *Firmicutes*, with only three (*Bacteroides*, *Colidextribacter*, and *Oscillibacter*) exhibiting mean relative abundances above 1% across all samples (Figure 5B). Similarly, four genera displaying significant distributional changes were identified in C57BL/6 mice (C57Cr vs. C57T0), belonging to the phyla *Firmicutes* and *Bacteroidetes*, each having a mean relative abundance exceeding 1% (Figure 5E).

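Intestinimonas, a butyrate producer, averaged 0.256 ± 0.0731% in BCT0 and 0.138 ± 0.0528% in BCCr (SD, n = 8; p = 0.00186, adjusted p = 0.0529, exact permutation test). Oscillibacter, which forms butyrate and valerate, averaged 2.76 ± 0.715% and 1.77 ± 0.709% (exact adjusted p = 0.187), and Colidextribacter, another Oscillospiraceae genus, 2.63 ± 0.462% and 1.92 ± 0.656% (adjusted p = 0.191). GCA-900066575, an uncultured Lachnospiraceae genus, averaged 0.143 ± 0.0828% and 0.322 ± 0.0882% (exact adjusted p = 0.0529), and the NK4A214_group 0.126 ± 0.0426% and 0.188 ± 0.0587% (adjusted p = 0.193). Of 73 genera tested by exact permutation, 13 had an unadjusted p under 0.05 and 0 passed the adjusted threshold. The exact rank-sum test called 5 genera, the centred log ratio 3, genera with a mean of at least 0.1% 3, and the methods' t test and limma on log2 fractions 0. Without replicate 1 Intestinimonas passed the threshold (exact adjusted p = 0.0420, over all alternatives 0.0283 to 0.214), and without replicate 2 GCA-900066575 did (adjusted p = 0.0420, over all alternatives 0.0283 to 0.214). Of 25 Firmicutes genera listed as producers of short-chain fatty acids, 0 passed the exact permutation test over all genera and 2 when adjusted over the list alone, 1 higher and 1 lower.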

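Alistipes averaged 10.8 ± 2.79% in C57T0 (SD, n = 8), a difference of 4.07 percentage points from C57Cr (exact permutation test, p = 0.00280, adjusted p = 0.106). Odoribacter averaged 1.56 ± 0.833% (exact p = 0.00140, adjusted p = 0.106), with 6 of 8 C57T0 mice above every C57Cr mouse. Colidextribacter averaged 1.47 ± 0.296% in C57T0 and 1.93 ± 0.432% in C57Cr (exact adjusted p = 0.428). Of 76 genera tested by exact permutation, 8 had an unadjusted p under 0.05 and 0 passed the adjusted threshold. The methods' t test, the exact rank-sum test and the centred log ratio also called 0, and limma called 1 with a pseudocount of 1e-04 and 0 with 1e-05 or 1e-06. Of 11 polysaccharide-degrading Bacteroidetes genera, 0 passed over all genera and 2, both higher, when adjusted over the list alone. Their sum was 24.1 ± 6.36% in C57T0 (p = 0.00761, adjusted p = 0.0622, exact permutation test).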

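Intestinimonas rose to 0.321 ± 0.175% in BCT30 (SD, n = 8; adjusted p = 0.0199, exact permutation test), with 5 of 8 mice above every BCCr mouse. Members of Oscillospiraceae without a genus name rose from 0.628 ± 0.235% in BCCr to 1.24 ± 0.425% (exact adjusted p = 0.0274, 6 of 8 mice above every BCCr mouse). Negativibacillus fell from 0.0536 ± 0.0192% to 0.0193 ± 0.0116% (exact adjusted p = 0.0199) and Family_XIII_UCG-001, of the order Peptostreptococcales-Tissierellales, from 0.0730 ± 0.0323% to 0.0303 ± 0.0143% (adjusted p = 0.0270). Muribaculum and Prevotellaceae_UCG-001 also rose, and Enterorhabdus and Candidatus_Arthromitus fell (exact adjusted p = 0.0259, 0.0265, 0.0199 and 0.0199). GCA-900066575, at 0.182 ± 0.0860%, did not pass the test (exact adjusted p = 0.0541), though it did without replicate 2 (adjusted p = 0.0224, over all alternatives 0.0224 to 0.169). Of 64 genera tested, 4 rose and 4 fell. Of 10 polysaccharide-degrading Bacteroidetes genera, 2 were higher and 0 lower by exact permutation (3 and 0 when adjusted over the list alone), and of 23 short-chain fatty acid producers 1 was higher. The count of 8 genera became 0 without replicate 6 or 7, 2 without replicate 4 and 4 without replicate 1 or 5. Intestinimonas was lost without replicate 4, 5, 6 or 7 (adjusted p 0.0568 to 0.0612, over all alternatives 0.0149 to 0.167), unidentified_Oscillospiraceae without replicate 1, 2, 3, 4, 5, 6 or 7 (adjusted p 0.0505 to 0.0991, over all alternatives 0.0239 to 0.167), Enterorhabdus without replicate 6 or 7 (adjusted p 0.0505 to 0.0612, over all alternatives 0.0132 to 0.167), and the methods' t test did not call Intestinimonas (adjusted p = 0.0930).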

At 30 min post-exercise, BALB/c mice (BCCr vs. BCT30) showed significant distributional differences in eight genera, assigned to the phyla *Bacteroidetes*, *Firmicutes*, and *Actinobacteriota*. Among these, the dominant genus shifted towards *Bacteroides*, with only *Bacteroides* and *Oscillospiraceae* maintaining mean relative abundances above 1% (Figure 5C). 

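Odoribacter rose to 1.48 ± 0.167% in C57T30 (SD, n = 8) and Lactobacillus to 0.683 ± 0.356%, both higher in 8 of 8 mice than in any C57Cr mouse (adjusted p = 0.00104 each, exact permutation test). Alloprevotella, which ferments sugars to acetate and succinate, fell from 1.11 ± 0.325% in C57Cr to 0.485 ± 0.175% (exact adjusted p = 0.00277, 7 of 8 mice below every C57Cr mouse). Bilophila, which reduces sulfite from bile taurine, fell from 1.50 ± 0.345% to 0.862 ± 0.200% (exact adjusted p = 0.00416), Oscillibacter from 1.78 ± 0.562% to 0.987 ± 0.363% (adjusted p = 0.0205) and Colidextribacter to 1.30 ± 0.345% (adjusted p = 0.0214). The pectin degrader Monoglobus at 0.149% against 0.0457%, Parabacteroides at 0.210% and Ruminococcus at 0.821% rose (exact adjusted p = 0.0189, 0.0418 and 0.0231). Of 107 genera tested, 28 rose and 9 fell, and on the centred log ratio 23 were higher and 28 lower. Of 27 short-chain fatty acid producers 4 were higher and 4 lower (4 and 4 when adjusted over the list alone), and of 12 polysaccharide-degrading Bacteroidetes 5 were higher and 1 lower (6 and 1). All 8 C57T30 libraries and no C57Cr library were of the higher Q20 class. Colidextribacter was lost without replicate 1, 3, 4, 5, 7 or 8 (exact adjusted p 0.0506 to 0.0569, over all alternatives 0.00139 to 0.0901), Oscillibacter without replicate 6, 7 or 8 (adjusted p 0.0569 to 0.0612, over all alternatives 0.00246 to 0.0760), Monoglobus without replicate 7 or 8 (adjusted p 0.0509 to 0.0612, over all alternatives 0.0107 to 0.124), Parabacteroides without replicate 1, 5, 6, 7 or 8 (adjusted p 0.0672 to 0.13, over all alternatives 0.0257 to 0.543) and Ruminococcus without replicate 1, 2, 5, 6 or 8 (adjusted p 0.0553 to 0.0773, over all alternatives 0.0120 to 0.199). On the centred log ratio Monoglobus, Parabacteroides and Ruminococcus did not pass the test (adjusted p = 0.124, 0.543 and 0.199), and the methods' t test called 23 genera and genera with a mean of at least 0.1% gave 13.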

In C57BL/6 mice (C57Cr vs. C57T30), 20 genera exhibiting significant intergroup variation were identified, belonging to the phyla *Bacteroidetes, Firmicutes*, and *Desulfobacterota*. *Alloprevotella*, *Lactobacillus*, *Colidextribacter*, *Bilophila*, *Oscillibacter*, and *Odoribacter* had mean relative abundances greater than 1% across samples. 

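Romboutsia, Prevotella and Prevotellaceae_UCG-003 were listed at 0 in all 8 C57Cr mice and above 0 in all 8 C57T30 mice, with SDs of 0.114, 0.188 and 0.161 percentage points (n = 8; adjusted p = 0.00104 each, exact permutation test). For Prevotellaceae_UCG-003 the methods' t test gave an adjusted p of 0.0527, over all alternatives 1.31e-10 to 0.0527. Turicibacter rose to 0.110 ± 0.0571% (exact adjusted p = 0.00104), the Rikenellaceae_RC9_gut_group to 0.551 ± 0.723% (adjusted p = 0.00624) and the Christensenellaceae_R-7_group to 0.192 ± 0.109% (adjusted p = 0.00350). Without replicate 4, at 2.33%, the Rikenellaceae_RC9_gut_group differed from C57Cr by 0.18 percentage points (from 0.434). With all 8 mice it missed the threshold with the methods' t test (adjusted p = 0.228) and on the centred log ratio (adjusted p = 0.0739, over all alternatives 0.00761 to 0.228). These 6 genera are among 14 tested gut genera listed beforehand as typical of pigs, ruminants or humans, several of which also live in mice. Of the 14, 10 were higher in C57T30 and 0 lower by exact permutation (10 when adjusted over the list alone), and their sum was 2.42 ± 0.741% in C57T30 and 0.314 ± 0.0899% in C57Cr (adjusted p = 0.00761 over 49 sums). In C57T0 the same 3 genera were above 0 in replicate 8, at 0.109%, 0.211% and 0.0949%, and listed at 0 in the other 7 mice. Replicate 8 was the only C57T0 library of the higher Q20 class. In C57T60 the 4 libraries of that class averaged 0.528%, 0.466% and 0.132%, and the 4 others 0%, 0.00176% and 0%.

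**Figure D2:**
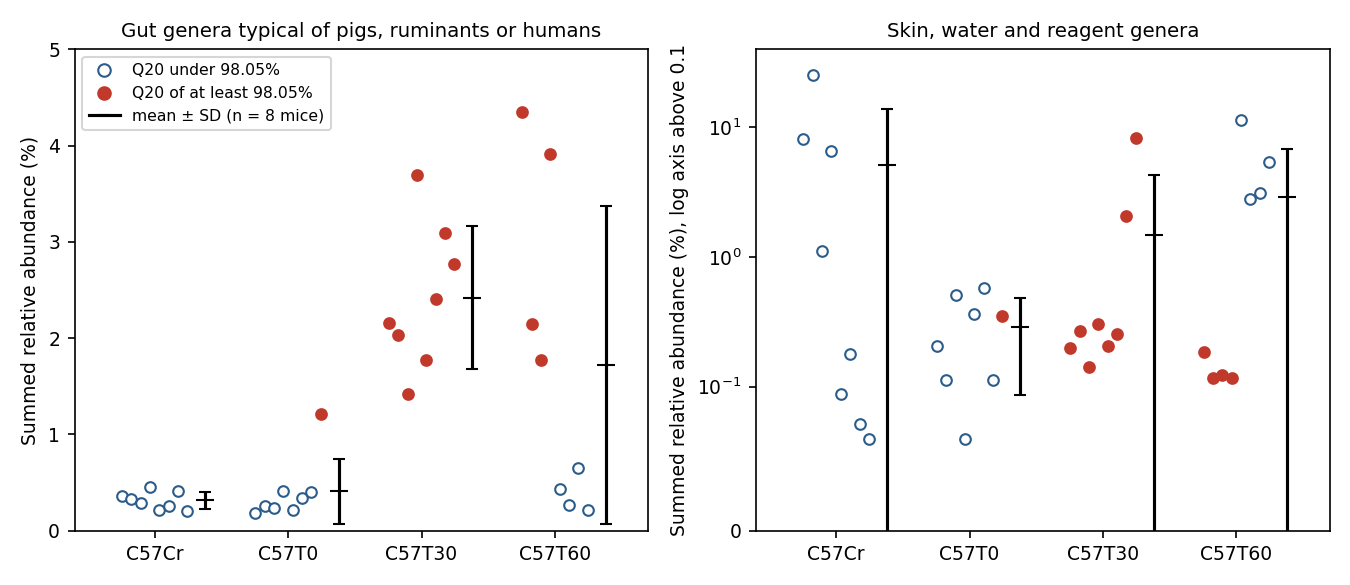
Summed share of 2 lists of genera in each C57BL/6 mouse, with gut genera typical of pigs, ruminants or humans on the left and skin, water and reagent genera on the right, where the axis is logarithmic above 0.1%. Filled red points are libraries of the higher Q20 class and open blue points those of the lower class. In C57T60 the left list averages 3.04% in the filled points and 0.390% in the open ones, and the right list 0.135% and 5.67%.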

Remarkably, novel genera such as *Romboutsia* (0.2615%), *Prevotella* (0.2944%), and *Prevotellaceae_UCG-003* (0.1643%) emerged in the C57T30 group but were absent in controls (C57Cr) (Figure 5F). This observation supports the notion that acute exercise significantly enhances microbial diversity, though the precise mechanisms underlying these increases remain unclear.

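In BCT60 Lactococcus, a lactic acid bacterium, rose from 0.00396 ± 0.0112% in BCCr to 0.0637 ± 0.0118% (SD, n = 8) and the Prevotellaceae_NK3B31_group from 0.00703 ± 0.0147% to 0.0817 ± 0.0434%. Intestinimonas rose to 0.347 ± 0.0698% and the Lachnospiraceae_FCS020_group from 0.0558 ± 0.0173% to 0.0980 ± 0.0193%. These 4 genera, with Prevotellaceae_UCG-001, were higher in 8 of 8 BCT60 mice than in any BCCr mouse, and Enterorhabdus was lower in 8 of 8 (adjusted p = 0.00168 each, exact permutation test). Oscillibacter rose to 2.82 ± 0.549% (exact adjusted p = 0.0337) and unidentified_Oscillospiraceae to 1.06 ± 0.231% (adjusted p = 0.0274), while GCA-900066575 fell to 0.186 ± 0.0515% (adjusted p = 0.0337). Butyricicoccus, a butyrate producer, at 0.501 ± 0.219% against 0.300 ± 0.117%, did not pass the test (exact adjusted p = 0.151). Of 65 genera tested, 9 rose and 4 fell. Of 24 short-chain fatty acid producers 3 were higher and 1 lower (2 and 1 when adjusted over the list alone), and of 10 polysaccharide-degrading Bacteroidetes 2 were higher. The 13 genera became 7 without replicate 3 or 6 and 6 without replicate 7 or 8. Oscillibacter was lost without replicate 2, 3, 5, 6, 7 or 8 (exact adjusted p 0.0551 to 0.0985, over all alternatives 0.00533 to 0.102), unidentified_Oscillospiraceae without replicate 3, 5, 6, 7 or 8 (adjusted p 0.0551 to 0.0852, over all alternatives 0.0142 to 0.0852) and GCA-900066575 without replicate 1, 3, 4, 5, 7 or 8 (adjusted p 0.0522 to 0.0985, over all alternatives 0.0108 to 0.0985). On the centred log ratio Oscillibacter and unidentified_Oscillospiraceae missed the threshold (exact adjusted p = 0.0560 and 0.0598).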

At 60 min post-exercise, BALB/c mice (BCCr vs. BCT60) displayed 10 genera with significant distributional differences, assigned to *Bacteroidetes*, *Firmicutes*, and *Actinobacteriota*. Among these, *Oscillibacter*, *Oscillospiraceae*, and *Prevotellaceae_UCG-001* had mean relative abundances of approximately 1% or more (Figure 5D). For C57BL/6 mice (C57Cr vs. C57T60), 19 genera showing significant intergroup variations were identified, belonging to *Bacteroidetes*, *Firmicutes*, *Desulfobacterota*, and *Actinobacteriota*. 

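In C57T60 Oscillibacter fell to 0.839 ± 0.304% (SD, n = 8; adjusted p = 0.0169, exact permutation test), Colidextribacter to 1.09 ± 0.281% (adjusted p = 0.0106) and unidentified_Oscillospiraceae from 0.448 ± 0.194% in C57Cr to 0.141 ± 0.0751% (adjusted p = 0.00847, 7 of 8 mice below every C57Cr mouse). The butyrate producer Intestinimonas fell from 0.184 ± 0.0395% to 0.109 ± 0.0508% (exact adjusted p = 0.0390), and ASF356 from 0.221 ± 0.0758% to 0.145 ± 0.0303% (adjusted p = 0.0349). Dubosiella, a genus of Erysipelotrichaceae, was listed at 0 in C57Cr and averaged 0.102 ± 0.200% in C57T60 (exact adjusted p = 0.00565, above 0 in 8 of 8 mice), and Clostridium_sensu_stricto_1 averaged 0.119 ± 0.150% (adjusted p = 0.0240). Replicate 4 held 0.591% Dubosiella, and without it the difference from C57Cr was 0.0326 percentage points (exact adjusted p = 0.00891). Odoribacter at 1.11 ± 0.376% and Bilophila at 0.999 ± 0.446% did not pass the test (exact adjusted p = 0.0500093 and 0.0954). Of 109 genera tested, 8 rose and 12 fell (8 higher and 24 lower on the centred log ratio), and of 26 short-chain fatty acid producers 0 rose and 6 fell (7 when adjusted over the list alone). Against C57Cr, the 4 C57T60 libraries of the lower Q20 class gave 17 genera higher and 11 lower, and the 4 others 24 and 2. Helicobacter and Lactobacillus were higher and Colidextribacter and unidentified_Ruminococcaceae (2) lower in both. Without replicate 7 the count was 9, and the methods' t test called 8. Intestinimonas was lost without replicate 1, 3, 5, 6, 7 or 8 (adjusted p 0.0735 to 0.110, over all alternatives 0.00141 to 0.110), ASF356 without replicate 1, 3, 5, 6, 7 or 8 (adjusted p 0.0571 to 0.0948, over all alternatives 0.00141 to 0.201) and Clostridium_sensu_stricto_1 without replicate 1, 4, 5, 7 or 8 (adjusted p 0.0550 to 0.0681, over all alternatives 0.00715 to 0.153), Dubosiella with the methods' t test (adjusted p = 0.296, over all alternatives 2.63e-07 to 0.296), while Bilophila passed without replicate 2 (adjusted p = 0.0370, over all alternatives 0.00261 to 0.421) and Odoribacter without replicate 8 (adjusted p = 0.0374, over all alternatives 0.0338 to 0.235).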

The genera *Bacteroides*, *Colidextribacter*, *Bilophila*, *Oscillibacter*, *Odoribacter*, and *Staphylococcus* consistently exhibited mean relative abundances exceeding 1% (Figure 5G). Compared to the C57T30 group, the C57T60 group exhibited a relatively high number of significantly altered genera but fewer novel OTUs, suggesting stabilization of gut microbial composition at this time point.

Based on a comprehensive literature review of the functional analysis of the differentially abundant genera revealed alterations in immune-regulatory pathways (e.g., *Bacteroides*-associated pathways), elevated carbohydrate metabolism (e.g., *Lactobacillus*-mediated lactic acid production), and an increase in SCFA-producing bacteria (e.g., *Alloprevotella*) in both mouse strains. Collectively, these findings indicate that despite strain-specific genus-level differences, acute exercise drives functional convergence in gut microbiota through similar metabolic pathways.

### 3.5 Temporal dynamics of exercise-induced gut microbiota alterations in BALB/c and C57BL/6 mice

We generated a chronological table summarizing genera that exhibited significant changes after exercise in both mouse strains to clarify the temporal dynamics of gut microbial responses to acute high-intensity exercise (Figure 6). Functional predictions of markedly altered genera were performed based on pathways related to metabolism, human disease, and cellular processes, and literature-derived functional annotations were incorporated to improve interpretation of genus-level shifts (Table 1).

**Figure 6:**
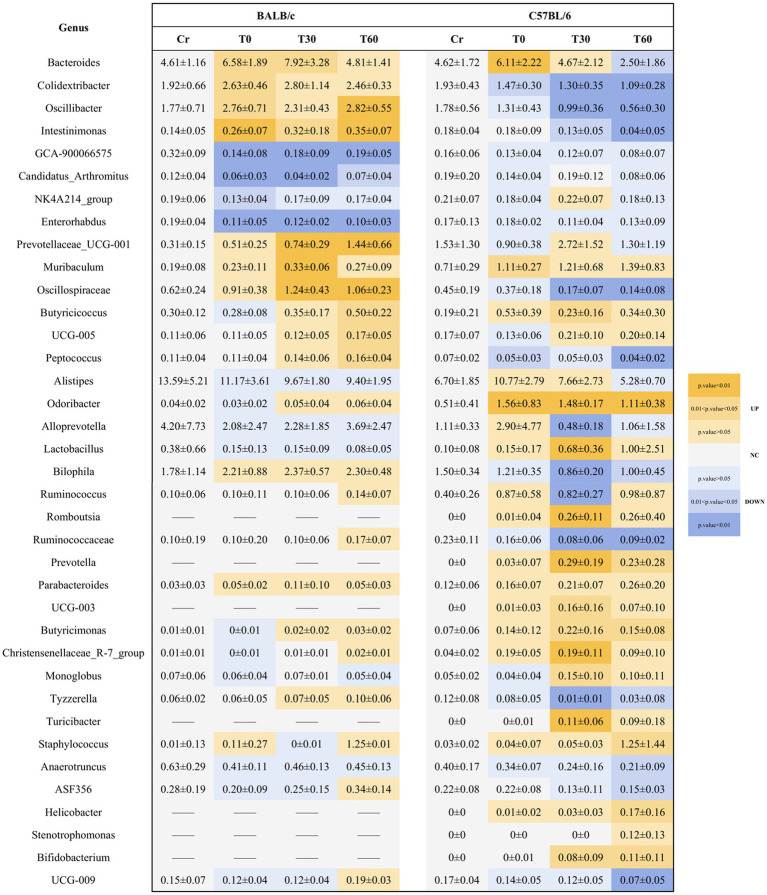
Temporal dynamics of significant genus-level changes in BALB/c and C57BL/6 gut microbiota following acute high-intensity exercise. Relative abundances for all genera shown are expressed as mean ± SEM. *p*-values were adjusted for multiple testing using the Benjamini-Hochberg FDR method. Up: Up regulated; Down: Down regulated; NC: Not changed; ——: Not delected.

**Table 1:** Microbiota functional profiles associated with locomotor responses in BALB/c and C57BL/6 mice.

Genus	Function summary		References
Only in BALB/c	*Peptococcus*	Pathogenic bacteria, pro-inflammatory	Sencio et al. (2022), Duan et al. (2021), and Huang et al. (2021)
	*UCG-005*	Producing butyrate, fiber-degrading, bile acids deconjugation reaction	Zhou J. et al. (2023), Li J. et al. (2022), Xu S. et al. (2022), Shi et al. (2022), Shi et al. (2023), Gao et al. (2022), Song et al. (2023), and Sun J. et al. (2022)
	*NK4A214_group*	Hydrogenation of long-chain FA	Wang et al. (2019)
	*Anaerotruncus*	Producing acetic and butyrate, fiber digestion, inflammation-associated, fermenting sugars, autoimmune and metabolic disorders	Valido et al. (2022), Wang W. et al. (2022), Gao et al. (2022), Yuan et al. (2022), Eslabão et al. (2022), García-Belenguer et al. (2021), Raimondi et al. (2021), Bailén et al. (2020), Luo et al. (2022), Bianchimano et al. (2022), Thomann et al. (2022), Yue et al. (2020), Bi et al. (2022), Song et al. (2023), Yao et al. (2020), and Yang et al. (2023a)
	*GCA-900066575*	Lipid metabolism	Zhou C. et al. (2022)
	*Candidatus_Arthromitus*	Metabolism	Yang J. et al. (2023) and Vallianou et al. (2021)
	*Enterorhabdus*	Inflammatory-related, polyphenol-degrading, lignin metabolism, bile acids metabolism	Xu W. et al. (2023), Lahtinen et al. (2023), Yin et al. (2022), Tang et al. (2021), and Lee et al. (2023)
Only in C57/6J	*Bifidobacterium*	Immunomodulatory activities	Wu Y. et al. (2023), Gavzy et al. (2023), Derrien et al. (2022), and Zafar and Saier (2021)
	*Prevotella*	Bile acid metabolism-related, detoxify superoxide radicals and tolerate reactive oxygen species, producing SCFAs	Abdelsalam et al. (2023)
	*Romboutsia*	Producing butyrate, associated with diabetes or other metabolic diseas, antioxidant capacity and glucose metabolism	Wu et al. (2021), Ye et al. (2021), Zeng et al. (2019), Du et al. (2020), and Zhang P. et al. (2023)
	*Stenotrophomonas*	Colonize immunocompromised patients	Ryan et al. (2009)
	*Helicobacter*	Peptic ulcer disease and nonulcer dyspepsia	Fischbach and Malfertheiner (2018)
	*UCG-009*	Inflammation-related	Li et al. (2019)
	*Staphylococcus*	Promote inflammation	Nat Rev Dis Primers (2018)
	*ASF356*	Producing SCFAs	Wang Q. et al. (2022)
	*Turicibacter*	Producing bacteria, producing butyrate and propionate, anti-inflammation, producing serotonin	Chi et al. (2023), Yang et al. (2022), Rahman et al. (2023), Xu Y. et al. (2022); Garrido et al. (2021), Li et al. (2017), Lynch et al. (2023), and Pirozzi et al. (2023)
	*Tyzzerella*	Producing propionate, inflammatory-related	Isipato et al. (2020), Huang et al. (2022), and Sugiyama et al. (2022)
	*Monoglobus*	producing butyrate, fiber degradation, bile acid metabolism	Lesniak et al. (2022) and Kim et al. (2019)
	*Christensenellaceae_R-7_group*	Producing butyrate, fibrolytic bacteria, closely associated with host health	Mao et al. (2023), Tian et al. (2023), Wang X. et al. (2022), Jian et al. (2022), and Bian et al. (2024)
	*Butyricimonas*	Producing butyric and isobutyric acids, bile acid metabolism-related	Otsuka et al. (2024), Bai et al. (2023), Wen et al. (2023), Liu Y. et al. (2023), Dayama et al. (2020), Wang et al. (2023), and Zhuang et al. (2020)
	*UCG-003*	Alfalfa fiber hydrolysis, producing SCFAs	Gao et al. (2022)
	*Parabacteroides*	Producing acetate, anti-inflammation, antimetabolic disease-associated, producing succinate and secondary bile acid	Ishibashi et al. (2022), Yu et al. (2022), Cui et al. (2022), Bi et al. (2022), Medawar et al. (2021), and Lei et al. (2021)
	*Prevotellaceae_UCG-001*	Fiber-degrading, producing SCFAs, activation of AMPK signaling pathway	Bian et al. (2024), Mei et al. (2023), Tao et al. (2022), Peng et al. (2022), and Li H. et al. (2022)
	*Ruminococcaceae*	Producing butyrate, cellulolytic bacterial community, modulate immunotherap	Sun et al. (2021), Grenda et al. (2022), Asare et al. (2021), Jangid et al. (2022), He J. et al. (2023), Sun Y. et al. (2022), Messaoudene et al. (2022), and Zhuang et al. (2020)
	*Ruminococcus*	Metabolic diseases, intra- and extraintestinal diseases	Crost et al. (2023)
	*Bilophila*	Producing lipopolysaccharide (LPS), promote inflammation	Huang et al. (2019), Deng X. et al. (2022), Li L. et al. (2022), He et al. (2022), Zhao et al. (2022b), Zhao et al. (2022a), Wang et al. (2021), Agudelo-Ochoa et al. (2020), David et al. (2014), and Zhuang et al. (2020)
	*Lactobacillus*	Antibacterial activities, immunomodulatory activities	Liévin-Le Moal and Servin (2014)
	*Alloprevotella*	Producing SCFAs, anti-inflammation	Derrien et al. (2022), Chen et al. (2020), Zhou X. et al. (2023), Yang et al. (2023a), and Yang et al. (2023b)
	*Odoribacter*	Producing butyrate, associated with host intestinal inflammation	Zhang Y. et al. (2023), Wang G. et al. (2022), Wang et al. (2023), Wang R. et al. (2022), Deng L. et al. (2022), and Cheng et al. (2018)
	*Alistipes*	Obesity-related, anti-inflammatory, producing butyrate, bile acid metabolism-related	Cai et al. (2023), Luo et al. (2021), Fernández et al. (2020), Huang et al. (2019), Chanda and De (2024), Liang et al. (2023), Messaoudene et al. (2022), He et al. (2020), Zhong et al. (2020), David et al. (2014), and Song et al. (2023)
Common in BALB/c and C57/6J	*Butyricicoccus*	Producing butyrate, regulating bile acids	Devriese et al. (2017), Li et al. (2023), and Zhou X. et al. (2023)
	*Oscillospiraceae*	Producing butyrate, anti-inflammation	Correa et al. (2023), Litwinowicz and Gamian (2023), Pirozzi et al. (2023), Leth et al. (2023), Van den Abbeele et al. (2022), Yang J. Y. et al. (2023), and Juárez-Castelán et al. (2022)
	*Muribaculum*	Carbohydrate metabolism, immunomodulatory screen, deconjugation and oxidation of bile acid	Wang J. L. et al. (2022), Chung et al. (2020), Medina-Larqué et al. (2022), Lee et al. (2023), Shi et al. (2023), Marion et al. (2020), Abbondio et al. (2023), Yang B. et al. (2023), Xu H. et al. (2023), and Wang T. et al. (2022)
	*Intestinimonas*	Producing butyrate, anti-obesity and anti-inflammatory, prevent obesity and improve insulin sensitivity	Zhu et al. (2024), He K. et al. (2023), Zhou Y. et al. (2022), Companys et al. (2021), Du et al. (2020), Zhuang et al. (2020), Chen et al. (2024), Cheng et al. (2023), Liu T. et al. (2023), Song et al. (2023), Yu et al. (2022), Cai et al. (2020), Bui et al. (2015), and Bui et al. (2016)
	*Oscillibacter*	Obesity-related, producing SCFAs	Newman et al. (2023), Scorletti et al. (2020), Yao et al. (2020), and Thingholm et al. (2019)
	*Colidextribacter*	Oxidative stress, anti-inflammatory and lipid deposition, producing SCFAs	Sun J. et al. (2022), Yang et al. (2023a), Yang et al. (2023b), Wu Q. et al. (2023), Liu et al. (2022), and Zhang P. et al. (2023)
	*Bacteroides*	Polysaccharides degradation, anti-inflammation, producing SCFAs, synthesizing Vitamin K	Wexler (2007), Tan et al. (2019), and Bäckhed et al. (2005)

Functional roles are inferred from published literature (references shown) and represent predictions based on taxonomy, not direct measurements from this study.

In BALB/c mice, four genera were significantly up-regulated and four were down-regulated immediately after exercise (BCT0). Among the down-regulated taxa, *Candida*, which participates in host immune regulation, showed the greatest decline (47%). 

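The genus in the table is Candidatus_Arthromitus, the segmented filamentous bacteria that attach to the ileal epithelium and induce Th17 cells. Its mean changed by -46.8% from BCCr to BCT0, with 5 of 8 BCT0 mice below every BCCr mouse (n = 8; exact permutation test, p = 0.00466, adjusted p = 0.0681). GCA-900066575 changed by -55.6% and Enterorhabdus by -43.8% (exact adjusted p = 0.0529). None of these changes passed the adjusted threshold over 73 genera.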

At 30 min post-exercise (BCT30), five genera increased and three decreased. 

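Prevotellaceae_UCG-001, a fibre-degrading member of Bacteroidetes, averaged 0.741 ± 0.285% in BCT30 (SD, n = 8), a change of 138% from BCCr, with 5 of 8 mice above every BCCr mouse. Candidatus_Arthromitus changed by -62.1%, with 6 of 8 mice below every BCCr mouse. By exact permutation the first was lost without replicate 1, 4, 5, 6 or 7 (adjusted p 0.0595 to 0.0839, over all alternatives 0.0218 to 0.167) and the second without replicate 6 or 7 (adjusted p 0.0505 to 0.0612, over all alternatives 0.0132 to 0.167).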

*Candida* abundance continued to decline, whereas genera associated with energy metabolism—particularly *Prevotellaceae_UCG*-*001*, which increased by 138%—continued to expand. By 60 min post-exercise (BCT60), ten genera were significantly altered, with three down-regulated and seven up-regulated. Most genera linked to energy metabolism and immune regulation increased further at T60 compared to T30, with the exception of *Candida*, which continued to decrease.

In C57BL/6 mice, only four genera changed significantly immediately after exercise (C57T0), with the most strongly up-regulated genus showing a 61% increase. 

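Odoribacter had the largest relative increase among the genera the paper names at C57T0, at 207%, and Alistipes increased by 60.74%. Replicate 3 of C57T0 held 3.54% Odoribacter, the highest of its group. Neither increase passed the adjusted threshold by exact permutation.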

At 30 min (C57T30), a pronounced response was observed, with 20 genera significantly altered. Most were functionally associated with energy metabolism and anti-inflammatory defense, supporting intestinal barrier protection. Among the nine down-regulated genera, *Clostridium*, *Cholera* spp., and *Tyzzerella* butyricum, taxa linked to intestinal inflammation and cardiovascular disease, showed substantial reductions (−43, −50%, and −88%, respectively). These findings suggest that C57BL/6 mice exhibit rapid reductions of inflammation-associated taxa to counteract exercise-induced stress and restore energy balance. 

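Tyzzerella, a Lachnospiraceae genus, fell from 0.121 ± 0.0753% in C57Cr to 0.0149 ± 0.0121% in C57T30 (SD, n = 8), a change of -87.7%, with 7 of 8 mice below every C57Cr mouse (adjusted p = 0.00196, exact permutation test). Bilophila changed by -42.7%. Butyricicoccus averaged 0.226 ± 0.157% against 0.456 ± 0.213%, a change of -50.4% that did not pass the test (exact adjusted p = 0.0702), though it did without replicate 2 (adjusted p = 0.00624) and on the centred log ratio (adjusted p = 0.00587, over all alternatives 0.00587 to 0.213). Unidentified_Ruminococcaceae (1) fell to 0.0835 ± 0.0557% (exact adjusted p = 0.00924) and unidentified_Oscillospiraceae to 0.168 ± 0.0735% (adjusted p = 0.00605). In C57T60 Tyzzerella was at 0.0321 ± 0.0214% (exact adjusted p = 0.0302), a call lost without replicate 1, 4, 7 or 8 (adjusted p 0.0735 to 0.0831, over all alternatives 0.00357 to 0.193).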

Sixty minutes post-exercise (C57T60), 18 genera showed significant abundance changes, of which seven were up-regulated and eleven were down-regulated. However, the number of significantly altered genera at T60 was slightly lower than at T30. Compared with the T0 time point and all post-exercise phases in BALB/c mice, the C57T60 phase exhibited a notably higher number of significantly altered genera. Although still significantly different from baseline at T60, genera such as *Clostridium butyricum*, *Tyzzerella*, and *Cholera* spp. showed peak reductions at T30, whereas most genera associated with energy metabolism declined from T30 to T60. 

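Helicobacter, a genus of the gut mucus, rose from 0.000440 ± 0.00124% in C57Cr to 0.169 ± 0.16% in C57T60 (SD, n = 8), higher in 8 of 8 mice than in any C57Cr mouse (adjusted p = 0.00565, exact permutation test). Bifidobacterium, which forms acetate and lactate, was listed at 0 in C57Cr and averaged 0.106 ± 0.106%, above 0 in 6 of 8 mice (exact adjusted p = 0.0390). Stenotrophomonas, a genus of water and soil, averaged 0.116 ± 0.134%, above 0 in 5 of 8 mice (exact adjusted p = 0.0954). Anaerotruncus, a butyrate producer, averaged 0.214 ± 0.0938% against 0.396 ± 0.170% in C57Cr (exact adjusted p = 0.0875). In the 4 libraries of the lower Q20 class Staphylococcus ranged from 1.63% to 3.28% and Stenotrophomonas from 0.151% to 0.334%, and in the 4 others from 0.00703% to 0.0246% and from 0% to 0.00352%. Helicobacter averaged 0.264% in the former and 0.0747% in the latter. Bifidobacterium was lost without replicate 1, 2, 4, 5, 6 or 7 (exact adjusted p 0.0854 to 0.102, over all alternatives 0.00700 to 0.117). The methods' t test did not call Helicobacter (adjusted p = 0.0773, over all alternatives 3.46e-06 to 0.10), and Anaerotruncus was called as lower without replicate 1 (adjusted p = 0.0249) and on the centred log ratio (adjusted p = 0.00282, over all alternatives 0.00282 to 0.307).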

Interestingly, genera with increased abundance included both pathogenic taxa (e.g., *Staphylococcus*, *Helicobacter*, and *Stenotrophomonas*) and beneficial intestinal barrier-associated taxa (e.g., *Anaerotruncus* and *Bifidobacterium*). Despite having fewer significantly altered genera than the C57T30 group, the C57T60 group showed the broadest phylum-level diversity and the highest number of non-significantly altered genera. These results suggest that despite the presence of potentially harmful bacteria, acute exercise interventions in C57BL/6 mice promote rapid energy recovery and beneficially reshape overall gut microbial diversity and composition.

A comparative analysis between the two mouse strains revealed that certain genera present at low baseline abundances (<0.2%) in C57BL/6 mice were absent or rare in BALB/c mice. Additionally, these low-abundance genera displayed more substantial abundance fluctuations following exercise in C57BL/6 mice. In both strains, genera with similar baseline abundances often exhibited divergent post-exercise trajectories. For instance, bile-associated genera (*Bilophila*, *Intestinimonas*, and *Colidextribacter*) showed opposing abundance changes between the strains. 

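The difference between the strains in these changes was tested with limma's strain-by-exercise interaction on log2(fraction + 1e-05) over 102 genera, 8 mice per group. For Intestinimonas, a butyrate producer, the log2 change from control at 30 min was -0.58 (SE 0.29) in C57BL/6 and 1.16 (SE 0.29) in BALB/c, a difference of -1.74 (SE 0.41, adjusted p = 0.000627). At 60 min it was -0.88 (SE 0.29) in C57BL/6 and 1.39 (SE 0.29) in BALB/c, a difference of -2.27 (SE 0.41, adjusted p = 1.36e-05). For Bilophila, a sulfite reducer fed by bile taurine, it was -0.80 (SE 0.30) in C57BL/6 and 0.67 (SE 0.30) in BALB/c, a difference of -1.47 (SE 0.42, adjusted p = 0.00451) at 30 min and -0.71 (SE 0.30) in C57BL/6 and 0.63 (SE 0.30) in BALB/c, a difference of -1.34 (SE 0.42, adjusted p = 0.00954) at 60 min. For Colidextribacter it was -0.58 (SE 0.23) in C57BL/6 and 0.52 (SE 0.23) in BALB/c, a difference of -1.10 (SE 0.32, adjusted p = 0.00597) at 30 min and -0.83 (SE 0.23) in C57BL/6 and 0.42 (SE 0.23) in BALB/c, a difference of -1.25 (SE 0.32, adjusted p = 0.00164) at 60 min. In BALB/c alone, Bilophila averaged 1.78 ± 1.14% in BCCr, 2.37 ± 0.565% in BCT30 and 2.30 ± 0.484% in BCT60, which did not pass the exact permutation test (adjusted p = 0.525 and 0.403). Intestinimonas in C57T30 averaged 0.127 ± 0.0460% (exact adjusted p = 0.0611), and passed without replicate 2 or 3 (adjusted p 0.0330 to 0.0371, over all alternatives 0.00246 to 0.198).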

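Genera that changed against their controls by exact permutation numbered 0, 8 and 13 at 0, 30 and 60 min in BALB/c and 0, 37 and 20 in C57BL/6, of 64 to 109 genera tested in each comparison of 8 with 8 mice. Among those higher in C57BL/6 at both 30 and 60 min were Lactobacillus, Helicobacter and Dubosiella, and among those higher in BALB/c at both times were Intestinimonas and Prevotellaceae_UCG-001. At an unadjusted p under 0.05 the counts were 13, 14 and 18 in BALB/c and 8, 46 and 33 in C57BL/6. The change itself differed between the strains, by limma's interaction over 102 genera, for 1 genus at 0 min, 31 at 30 min and 40 at 60 min. The 1 genus at 0 min was Odoribacter, with a log2 change of 1.91 (SE 0.52) in C57BL/6 and -0.92 (SE 0.52) in BALB/c, a difference of 2.82 (SE 0.74, adjusted p = 0.0339), and with a pseudocount of 1e-06, on the centred log ratio or without the libraries of the higher Q20 class no genus passed at 0 min. At 30 min the change was higher in C57BL/6 for 20 of the 31 genera and lower for 11, and at 60 min higher for 17 of the 40 and lower for 23. With only genera of a mean of at least 0.1%, 12 of 46 passed at 30 min and 20 of 46 at 60 min. All 8 C57T30 libraries and no C57Cr or BALB/c library were of the higher Q20 class. At 30 min the counts in C57BL/6 and between strains therefore cannot be told apart from an effect of that class. In C57T60 the libraries of the 2 classes, tested apart against C57Cr, shared 2 higher and 2 lower genera.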

Overall, acute exercise intervention induced a greater number of altered genera in C57BL/6 mice compared to BALB/c mice. C57BL/6 mice displayed more uniform changes across both high- and low-abundance genera, whereas significantly altered genera in BALB/c mice exhibited a relatively clustered pattern. Thus, C57BL/6 mice possess a greater capacity to mobilize gut microbiota in response to acute high-intensity exercise compared to BALB/c mice.

### 3.6 *Muribaculum* as a potential important genus responsive to exercise

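Oscillibacter, which forms butyrate and valerate, changed on the log2 scale by -0.87 (SE 0.26) in C57BL/6 and 0.48 (SE 0.26) in BALB/c, a difference of -1.35 (SE 0.37, adjusted p = 0.00357) at 30 min, and by -1.12 (SE 0.26) in C57BL/6 and 0.77 (SE 0.26) in BALB/c, a difference of -1.89 (SE 0.37, adjusted p = 4.96e-05) at 60 min. Members of Oscillospiraceae without a genus name changed by -1.44 (SE 0.33) in C57BL/6 and 1.00 (SE 0.33) in BALB/c, a difference of -2.44 (SE 0.46, adjusted p = 2.01e-05) at 30 min, and by -1.73 (SE 0.33) in C57BL/6 and 0.82 (SE 0.33) in BALB/c, a difference of -2.54 (SE 0.46, adjusted p = 1.36e-05) at 60 min. These values are from limma's interaction over 102 genera. In BALB/c alone, Oscillibacter did not pass the exact permutation test in BCT30 (adjusted p = 0.262) and did in BCT60 (adjusted p = 0.0337). For Muribaculum, a member of the mouse gut family Muribaculaceae, the log2 change at 60 min was 0.86 (SE 0.29) in C57BL/6 and 0.49 (SE 0.29) in BALB/c, a difference of 0.37 (SE 0.41, adjusted p = 0.558). For the butyrate producer Butyricicoccus it was -1.13 (SE 0.39) in C57BL/6 and 0.17 (SE 0.39) in BALB/c, a difference of -1.29 (SE 0.56, adjusted p = 0.0755) at 30 min and -0.69 (SE 0.39) in C57BL/6 and 0.70 (SE 0.39) in BALB/c, a difference of -1.39 (SE 0.56, adjusted p = 0.0420) at 60 min, where without the libraries of the higher Q20 class the difference was -0.56 (adjusted p = 0.477). Of the 31 genera whose change differed at 30 min, 17 had estimates of opposite sign, 10 of them lower in C57BL/6 and higher in BALB/c. At 60 min it was 26 of 40, 22 of them lower in C57BL/6 and higher in BALB/c. Without the libraries of the higher Q20 class 30 of these 40 passed.

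**Figure D3:**
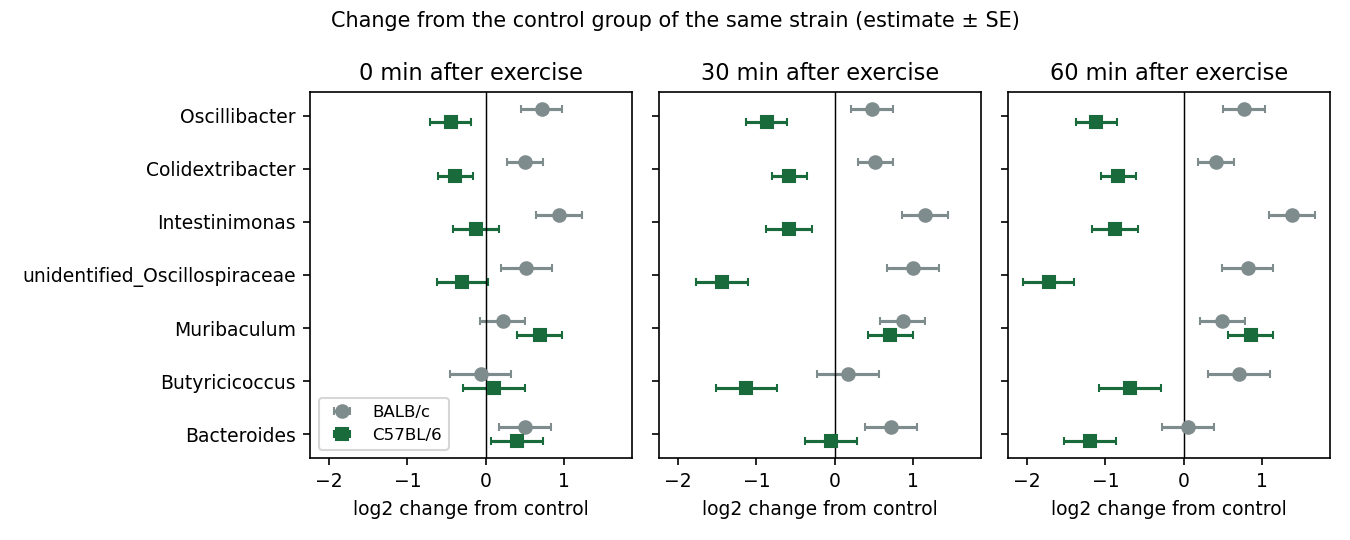
Log2 change from control with its SE for 7 genera at 0, 30 and 60 min after exercise, with grey circles for BALB/c and green squares for C57BL/6. Oscillibacter, Colidextribacter, Intestinimonas and unidentified_Oscillospiraceae lie above 0 in BALB/c and below 0 in C57BL/6 at 30 and 60 min, while Muribaculum lies above 0 in both strains. Against BCCr alone, Colidextribacter at 30 and 60 min and Oscillibacter at 30 min did not pass the exact permutation test.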

The majority of genera, including *Colidextribacter*, *Oscillibacter*, Intestinimonas, and *Oscillospiraceae*, displayed opposing abundance trends following exercise, while only *Muribaculum* and *Butyricoccus* exhibited consistent changes across strains. Among all significantly altered genera identified in both mouse strains, nearly all showed divergent abundance trajectories between strains. From a functional perspective, the two mouse strains showed opposite trends for genera associated with energy metabolism; however, beneficial bacterial genera generally increased in both strains. For example, the abundance of *Bacteroides* increased significantly (*p < 0.05*) immediately following exercise in both strains and continued to rise 30 min post-exercise. 

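Bacteroides, which degrades plant and host polysaccharides, averaged 6.58 ± 1.89% in BCT0 and 7.92 ± 3.28% in BCT30 against 4.61 ± 1.16% in BCCr (SD, n = 8; exact permutation test, unadjusted p = 0.0244 and 0.00870, adjusted p = 0.191 and 0.0557). In C57BL/6 it averaged 6.11 ± 2.22% in C57T0 and 4.67 ± 2.12% in C57T30 against 4.61 ± 1.72% in C57Cr (exact unadjusted p = 0.151 and 0.954). None of these differences passed the adjusted threshold, though that of BCT30 did without replicate 2 or 3 (exact adjusted p = 0.0456, over all alternatives 0.0435 to 0.300). The log2 change at 30 min was -0.04 (SE 0.33) in C57BL/6 and 0.72 (SE 0.33) in BALB/c, a difference of -0.76 (SE 0.47, adjusted p = 0.207), by limma's interaction.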

Subsequently, bacterial abundance gradually decreased after 30 min, showing strain-specific patterns at 60 min. In BALB/c mice, *Bacteroides* abundance returned to baseline levels, whereas in C57BL/6 mice, abundance decreased to half of baseline levels.

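At 60 min Bacteroides averaged 4.81 ± 1.41% in BCT60 and 2.50 ± 1.86% in C57T60 (SD, n = 8). The C57T60 mean was a change of -45.8% from that of C57Cr (exact permutation test, p = 0.0348, adjusted p = 0.118), and passed the threshold without replicate 1 (adjusted p = 0.0356) and on the centred log ratio (adjusted p = 0.00423, over all alternatives 0.00423 to 0.653). The 4 C57T60 libraries of the higher Q20 class averaged 3.97% and the 4 others 1.03%. The log2 change from control at 60 min was -1.20 (SE 0.33) in C57BL/6 and 0.05 (SE 0.33) in BALB/c, a difference of -1.25 (SE 0.47, adjusted p = 0.0297), by limma's interaction.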

Venn diagrams were utilized to illustrate the mean and median numbers of significantly altered genera between mouse strains following exercise (Figure 7A). The majority of significantly altered genera unique to C57BL/6 mice were associated with resistance to intestinal inflammation and energy metabolism. Probiotic bacterial abundance peaked at 30 min post-exercise and declined by 60 min post-exercise. Although changes in probiotic and pathogenic bacterial abundance were generally inversely correlated, several pathogenic taxa exhibited distinct temporal dynamics (Figure 7B). The abundance of *Candidatus_Arthromitus*, a genus involved in regulating host immune responses, decreased from immediately after exercise to 30 min post-exercise, followed by a slight increase at 60 min post-exercise. 

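Candidatus_Arthromitus averaged 0.118 ± 0.0367% in BCCr, 0.0628 ± 0.0304% in BCT0, 0.0448 ± 0.0229% in BCT30 and 0.0686 ± 0.0350% in BCT60 (SD, n = 8). Against BCCr it passed the exact permutation test in BCT30 alone, and in BCT60 it did so without replicate 1 (adjusted p = 0.0727 with all mice and 0.0149 without it, over all alternatives 0.0149 to 0.199). In C57BL/6 it averaged 0.192 ± 0.196% in C57Cr, 0.138 ± 0.0360% in C57T0, 0.194 ± 0.124% in C57T30 and 0.0774 ± 0.0596% in C57T60 (exact adjusted p = 0.925, 1.00 and 0.171). The log2 change at 30 min was 0.28 (SE 0.45) in C57BL/6 and -1.55 (SE 0.45) in BALB/c, a difference of 1.83 (SE 0.64, adjusted p = 0.0211), by limma's interaction.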

Few genera were uniquely altered in BALB/c mice; among these, *Prevotellaceae_UCG-001* and *Enterorhabdus* were associated with energy metabolism. 

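Prevotellaceae_UCG-001 averaged 0.511 ± 0.248% in BCT0 and 1.43 ± 0.659% in BCT60 (SD, n = 8), and in BCT60 it was 4.61 times the BCCr mean. Enterorhabdus averaged 0.109 ± 0.0473% in BCT0, 0.120 ± 0.0235% in BCT30 and 0.101 ± 0.0284% in BCT60, a change of -48.1% from BCCr at 60 min. Both genera passed the exact permutation test in BCT30 and BCT60 and neither did in BCT0 (adjusted p = 0.298 and 0.0529). At 60 min the log2 change of Prevotellaceae_UCG-001 was -0.28 (SE 0.43) in C57BL/6 and 2.23 (SE 0.43) in BALB/c, a difference of -2.51 (SE 0.61, adjusted p = 0.000949), by limma's interaction.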

Notably, following exercise, *Prevotellaceae_UCG-001* abundance increased more markedly than *Enterorhabdus*, which continued to decline. 

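Peptococcus averaged 0.161 ± 0.0351% in BCT60 against 0.109 ± 0.0355% in BCCr (SD, n = 8; exact permutation test, p = 0.0126, adjusted p = 0.0584), and passed the threshold without replicate 2 (adjusted p = 0.0379, over all alternatives 0.0379 to 0.170). In C57T60 it fell from 0.0712 ± 0.0177% in C57Cr to 0.0396 ± 0.0155% (exact adjusted p = 0.0216, 4 of 8 mice below every C57Cr mouse). Its log2 change at 60 min was -0.91 (SE 0.35) in C57BL/6 and 0.60 (SE 0.35) in BALB/c, a difference of -1.52 (SE 0.49, adjusted p = 0.0105), by limma's interaction. For Staphylococcus, a skin genus, the log2 change was 2.71 (SE 1.08) in C57BL/6 and -1.02 (SE 1.08) in BALB/c, a difference of 3.73 (SE 1.53, adjusted p = 0.0470). It averaged 0.0136 ± 0.00636% in BCT60, and 0.0664% in BCCr. In C57T60 it ranged from 1.63% to 3.28% in replicates 5 to 8, of the lower Q20 class, and from 0.00703% to 0.0246% in replicates 1 to 4, which differed from C57Cr by -0.0211 percentage points.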

The pathogenic genus *Peptococcus* increased substantially 60 min post-exercise, alongside a significant rise in *Staphylococcus* abundance at the same time point (Figure 7B).

**Figure 7:**
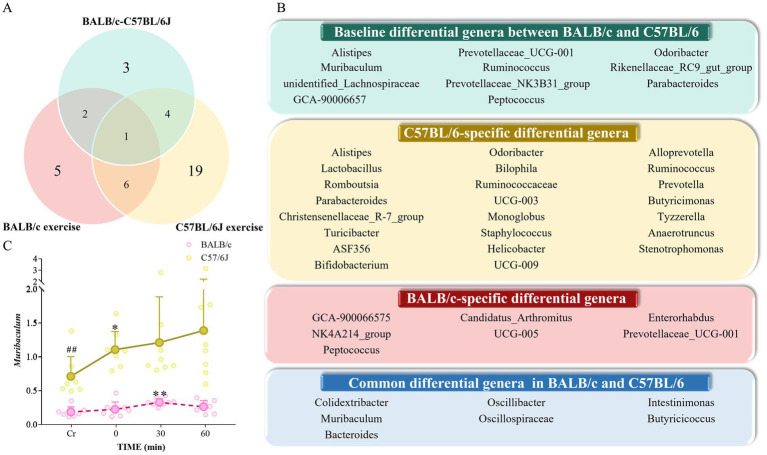
Key genus responses to acute high-intensity exercise. **(A)** Venn diagram illustrating consistent and variable genus-level responses to exercise. **(B)** Conserved and divergent genus-level exercise responses in BALB/c and C57BL/6 mice. **(C)** Temporal changes in *Muribaculum* abundance following acute high-intensity exercise. Comparisons shown: within-strain (BCCr vs. BCT30/BCT60; C57Cr vs. C57T30/C57T60), *p < 0.05, **p < 0*.01*; and between-strain baseline (BCCr vs. C57Cr). ##*p* < 0.01, determined by one-way ANOVA followed by LSD post-hoc tests.

Interestingly, *Muribaculum* abundance differed significantly between mouse strains at baseline and underwent significant changes in both strains following exercise. Based on these findings, we propose *Muribaculum* as a potential important genus potentially associated with inter-strain differences in murine locomotor activity. C57Cr mice had approximately three-fold higher baseline abundance of *Muribaculum* compared to BCCr mice (Figure 7C). 

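Muribaculum averaged 0.714 ± 0.294% in C57Cr and 0.189 ± 0.0751% in BCCr (SD, n = 8), 3.78 times as much, and it was higher in 8 of 8 C57Cr mice than in any BCCr mouse (adjusted p = 0.00276, exact permutation test). Replicate 4 of C57Cr held 1.38%, the highest of its group. From the difference at baseline and the changes after exercise in both strains, the paper proposes Muribaculum as a genus that may be associated with the difference in locomotor activity between the strains.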

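In BALB/c, Muribaculum averaged 0.226 ± 0.109% in BCT0, 0.330 ± 0.0564% in BCT30 and 0.265 ± 0.0908% in BCT60 (SD, n = 8). The BCT30 mean was 74.7% above that of BCCr, and all 8 BCT30 mice lay above the BCCr mean, 2 of them above every BCCr mouse (adjusted p = 0.0259, exact permutation test, lost without replicate 1, 4, 5, 6 or 7 (adjusted p 0.0568 to 0.0639, over all alternatives 0.0132 to 0.167)). The BCT0 and BCT60 means did not pass the test (exact adjusted p = 0.828 and 0.212). In C57BL/6 it averaged 1.11 ± 0.267% in C57T0, 1.21 ± 0.678% in C57T30 and 1.39 ± 0.826% in C57T60 (exact unadjusted p = 0.0149, 0.0376 and 0.0263, adjusted p = 0.378, 0.0875 and 0.0954). The difference between the strains in the log2 change was 0.47 at 0 min (adjusted p = 0.608) and -0.16 at 30 min (adjusted p = 0.830), by limma's interaction.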

Post-exercise trajectories also differed between strains: *Muribaculum* abundance in BALB/c mice increased, peaking at T30 and subsequently declining at T60, whereas in C57BL/6 mice, *Muribaculum* abundance continued to rise throughout the post-exercise period (Figure 7C). Previous studies have suggested that *Muribaculum* performs diverse metabolic functions that promote nutrient breakdown and absorption. Further research is warranted, as direct associations between *Muribaculum* and exercise capacity remain unexplored.

In addition to *Muribaculum*, five other genera exhibited significant post-exercise changes in both mouse strains. 

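Genera that passed the exact permutation test in both strains at the same time numbered 0 at 0 min, 1 at 30 min and 4 at 60 min, with 8 mice per group. The 1 genus at 30 min was unidentified_Oscillospiraceae. At 60 min they were Intestinimonas, Oscillibacter, unidentified_Oscillospiraceae and the Lachnospiraceae_FCS020_group. All 5 pairs of changes went up in BALB/c and down in C57BL/6. The Lachnospiraceae_FCS020_group fell in C57T60 from 0.0866 ± 0.0342% to 0.0418 ± 0.0144% (adjusted p = 0.0316, exact permutation test). Its log2 change at 60 min was -1.0 (SE 0.32) in C57BL/6 and 0.85 (SE 0.32) in BALB/c, a difference of -1.85 (SE 0.45, adjusted p = 0.000949), by limma's interaction. In neither strain did Butyricicoccus pass the test at any time, nor Bacteroides.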

We propose these genera as secondary potential taxa potentially linked to differences in locomotor performance between mouse strains (Figure 7B), despite their lack of significant baseline differences between strains. Notably, these genera displayed nearly opposite abundance trajectories between strains, likely due to genetic background differences.

## 4 Discussion

The gut microbiota, often termed the “second genome,” critically influences host metabolism and health (Min et al., 2024). Under physiological conditions, gut microbes facilitate nutrient absorption and produce essential metabolites such as folate, vitamins, and SCFAs (Clark and Mach, 2016; Huang et al., 2024). Conversely, dysbiosis contributes to chronic diseases, including obesity and hyperlipidemia (Duan et al., 2021; Quiroga et al., 2020; Illiano et al., 2020; Cuevas-Sierra et al., 2019). Exercise is increasingly recognized as a non-pharmacological modulator of gut microbial composition and metabolic function, influencing microbiota-derived metabolites and thereby promoting metabolic health and disease prevention (Barton et al., 2018; Allen et al., 2018a; Campbell and Wisniewski 2nd, 2017; Campbell et al., 2016; Bressa et al., 2017). Although the general impact of exercise on the gut microbiome has become clearer, the temporal dynamics of microbial community responses following exercise remain poorly defined. It is plausible that long-term exercise-induced alterations in gut microbiota composition arise from the cumulative effect of repeated acute perturbations—each transiently reshaping the intestinal environment and microbial activity. In this study, we conducted longitudinal analyses of gut microbiota in two widely used laboratory mouse strains to provide comprehensive insights into microbial responses to acute exercise. Since acute physiological changes in gut permeability and ion transport can occur within this timeframe, the rapid microbial shifts seen within an hour after exercise most likely reflect a combination of physical displacement due to increased gut motility and rapid functional/metabolic changes in resident microbes (Vicario et al., 2012; Leigh et al., 2023; Grosicki et al., 2023).

Overall, BALB/c mice harbored lower microbial richness than C57BL/6 mice. In BALB/c mice, acute exercise primarily induced an early enrichment of energy-associated genera, such as *Bacteroides* (Wexler, 2007; Zafar and Saier, 2021), *Colidextribacter* (Liu et al., 2022; Zhang P. et al., 2023), and *Oscillibacter* (Newman et al., 2023; Yao et al., 2020), whereas genera associated with immunomodulation, such as *Candidatus_Arthromitus* (Yang J. et al., 2023; Vallianou et al., 2021), showed marked reductions (Supplementary Table 1). These findings suggest that the immediate post-exercise microbiota shift in BALB/c mice primarily favors enhanced energy metabolism, while immunomodulatory functions may be transiently suppressed. The expansion of *Bacteroides*, *Prevotellaceae_UCG*-*001*, and *Oscillospiraceae*, particularly *Prevotellaceae_UCG*-*001* (Supplementary Table 1), which is closely linked to dietary fiber degradation and SCFA production (Bi et al., 2022; Bian et al., 2024; Mei et al., 2023; Tao et al., 2022; Peng et al., 2022; Li H. et al., 2022), likely reflects increased post-exercise energy demands. In contrast, the delayed recovery of *Candidatus_Arthromitus* suggests that immune regulatory restoration lags behind metabolic recovery. Collectively, these patterns indicate that the gut microbiota of BALB/c mice may prioritize rapid energy replenishment post-exercise, while immunoregulatory processes recover more slowly. This delayed recovery of immune-associated genera could reflect lower intrinsic energy-metabolic capacity in BALB/c mice, requiring longer periods to restore systemic energy balance after acute high-intensity exercise. Consequently, BALB/c mice exhibited lower microbial diversity (Figures 3, 4), fewer genera undergoing significant post-exercise changes, more uneven genus-level shifts (Figure 5), fewer taxa available for functional compensation, and reduced overall microbial stress resilience under exercise intervention. BALB/c mice demonstrated slower post-exercise energy recovery and a greater reliance on a limited set of energy- and inflammation-related genera, characterized by decreased beneficial genera associated with energy metabolism and immunity, alongside increased abundance of pro-inflammatory and disease-associated genera.

In contrast, gut microbiota alterations were more pronounced in C57BL/6 mice, with the number of significantly altered genera increasing over time and peaking at 60 min post-exercise. C57BL/6 mice exhibited increases in genera linked to intestinal health and energy metabolism, including *Lactobacillus* (Liévin-Le Moal and Servin, 2014), *Ruminococcus* (Crost et al., 2023), and *Prevotella* (Abdelsalam et al., 2023). Conversely, genera associated with inflammation and disease, such as *Bilophila* (Huang et al., 2019; Deng X. et al., 2022; Wang et al., 2021; Agudelo-Ochoa et al., 2020; Zhuang et al., 2020) and *Tyzzerella* (Huang et al., 2022), significantly decreased, suggesting protective microbial responses against exercise-induced inflammation. However, the abundances of both beneficial genera, such as *Bifidobacterium* (Wu Y. et al., 2023; Gavzy et al., 2023; Derrien et al., 2022; Laursen et al., 2021), and pathogenic taxa, including *Helicobacter* (Crowe, 2019) and *Staphylococcus* (Nat Rev Dis Primers, 2018), increased substantially (Supplementary Table 2). This indicates that while overall gut microbial diversity increased at 60 min post-exercise, there was also a rise in certain pathogenic bacteria, possibly reflecting changes in the gut environment following acute high-intensity exercise, although the precise mechanism remains to be determined. Collectively, these patterns suggest more efficient energy recovery in C57BL/6 mice, accompanied by reductions, rather than increases, in genera linked to cardiovascular disease and intestinal inflammation during the immediate post-exercise period, consistent with intestinal barrier protection. These findings indicate that the intestinal microbiota of C57BL/6 mice is associated with enhances intestinal health by expanding beneficial taxa and rapid post-exercise energy restoration. Following energy recovery, the simultaneous rise in both beneficial and potentially pathogenic genera reflects a complex and dynamic restructuring of the microbial community. The high number of significantly altered genera, the relatively uniform genus-level shifts, the greater availability of taxa for functional compensation, and the increased resilience of the microbial community collectively reveal a highly diverse gut flora in C57BL/6 mice under exercise intervention.

Comparative analysis of BALB/c and C57BL/6 mice following acute high-intensity exercise demonstrated marked differences in microbial response patterns. First, gut microbiota diversity was significantly higher in C57BL/6 mice than in BALB/c mice after exercise. At 30 and 60 min post-exercise, C57BL/6 mice harbored far more endemic genera (Figures 7A,B), many of which were associated with energy metabolism and resistance to intestinal inflammation. This indicates that microbial functional regulation in C57BL/6 mice is more diverse and complex during post-exercise recovery. In contrast, BALB/c mice showed increases in energy-associated genera and decreases in immunomodulatory genera, representing the dominant features of their post-exercise microbial alterations. Meanwhile, C57BL/6 mice exhibited pronounced increases in genera linked to intestinal health and energy metabolism, especially *Lactobacillus* and *Prevotella* (Supplementary Table 2), supporting the hypothesis that their gut microbiota is linked to intestinal health and accelerates energy recovery following acute exercise. Furthermore, the two strains displayed opposing abundance trends in several genera. For instance, *Colidextribacter*, *Oscillibacter*, and *Intestinimonas* were more abundant in BALB/c mice yet decreased in C57BL/6 mice (Supplementary Tables 1, 2). These contrasting dynamics suggest fundamental differences in microbial regulatory mechanisms between strains during post-exercise adaptation, likely attributable to their distinct genetic backgrounds.

Aside from these differences, the similarities in gut microbiota alterations between BALB/c and C57BL/6 mice following acute high-intensity exercise indicate a generalized effect of exercise on gut flora, theoretically supporting the health-promoting benefits of exercise through modulation of the intestinal microbiome. Functional prediction analyses further demonstrated that significantly altered *Bacteroidetes* in both mouse strains predominantly engaged in energy metabolism. This suggests gut microbes may facilitate rapid replenishment of host energy stores post-exercise by enhancing energy metabolism and nutrient absorption. The strains’ exercise responses are probably influenced by the significant baseline difference in microbiota richness (Figure 3D). Especially, lower diversity may limit the spectrum of potential changes, while higher baseline diversity may offer a greater functional repertoire for community rearrangement (Wallace et al., 2025). Therefore, it is best to think of the observed post-exercise alterations as modulations superimposed on different baseline states, with the initial community structure having some influence on the response amplitude.

We propose that *Muribaculum*, identified as a potential genus undergoing significant post-exercise changes in both mouse strains, may represent a critical genus potentially linked to inter-strain differences in locomotor capacity. Baseline abundances of *Muribaculum* varied significantly between strains and changed notably following exercise intervention (Figure 7A). Prior studies have indicated that *Muribaculum* participates in diverse metabolic activities, including lipid metabolism, SCFA synthesis, polysaccharide degradation, and nutrient digestion and absorption (Abbondio et al., 2023; Yang B. et al., 2023; Xu H. et al., 2023; Wang T. et al., 2022; Zhu et al., 2024; Bang et al., 2023). High-resolution sequencing has revealed that exercise and host genotype exert species-level selection on the gut microbiota, with different activity states harboring distinct *Muribaculum* species. This suggests that the abundance changes observed in our 16S-based study may reflect shifts in species composition rather than a bloom of a single taxon (Dowden et al., 2020). Additionally, early-life Western diet has been shown to persistently reduce *Muribaculum* intestinale abundance (McNamara et al., 2021), highlighting its environmental sensitivity. To date, *Muribaculum* has not been consistently reported as a conserved exercise-responsive genus across published studies. This may be explained by its high sensitivity to baseline microbiota composition, host genetic background, or technical factors such as sequencing resolution. However, concrete evidence linking this genus directly to exercise adaptations or locomotor performance is lacking. Therefore, future studies should employ integrative multi-omics approaches, such as metagenomics and metabolomics, to elucidate the precise roles and mechanisms of *Muribaculum* in exercise-induced metabolic adaptations and host exercise performance. These observations are limited to two mouse strains under a single acute exercise protocol. Moreover, given the profound influence of circadian rhythmicity on gut microbiota composition (Bishehsari et al., 2020; Bae et al., 2019; Matenchuk et al., 2020), future studies should be designed to address the effects of sampling time, and validation in additional models and cohorts will be essential to establish the generalizability and functional relevance of these findings.

## 5 Conclusion

Through longitudinal analysis of gut microbiota dynamics in BALB/c and C57BL/6 mice following acute high-intensity exercise, this study revealed significant temporal changes in microbial composition and functional capacity. Acute exercise markedly influenced the abundance of genera associated with energy metabolism and intestinal homeostasis. Although BALB/c and C57BL/6 mice showed divergent temporal trajectories in the response of specific genera, the central finding is the rapid and significant microbial remodeling over the post-exercise period. These observations provide a foundation for future genetic mapping studies aimed at identifying genomic loci involved in exercise–microbiota interactions.

A limitation of this study is its focus solely on acute exercise responses, leaving unanswered how chronic exercise training cumulatively shapes gut microbial communities. Additionally, although *Muribaculum* consistently emerged as a significantly altered genus post-exercise, its functional contribution to exercise adaptation remains unclear. The functional assignments presented are based on literature-derived predictions rather than direct measurements, inferring metabolic functions from taxonomy alone has inherent limitations. Future research employing integrative multi-omics approaches, including metagenomics and metabolomics, will be essential to clarify the precise mechanistic roles of *Muribaculum* and other key taxa in host energy metabolism and exercise performance. Furthermore, future studies should include extended post-exercise sampling (e.g., 3 h, 6 h, 24 h, 48 h, and 7 days) to better differentiate between acute functional shifts and sustained compositional changes. Expanding these analyses to encompass additional mouse strains and larger study cohorts would further validate the generalizability of our findings and help establish causal relationships between microbiota dynamics and exercise capacity.

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE324758 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE324758).

## Footnotes

1
http://ccb.jhu.edu/software/FLASH/

2
http://qiime.org/scripts/splitlibrariesfastq.html

3
https://www.arb-silva.de/

4
http://www.drive5.com/usearch/manual/uchime_algo.html

## Supplementary material

SUPPLEMENTARY FIGURE S1 **(A)** Rarefaction curves of observed species for all individual samples, showing plateauing. **(B)** Rarefaction curves grouped by experimental condition (BCCr, BCT0, BCT30, BCT60, C57Cr, C57T0, C57T30, C57T60), demonstrating adequate sequencing depth across all groups.

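A rarefaction curve plots the OTUs found against the number of tags drawn from a library, and flattens where further tags add few OTUs. The libraries held 32175 effective tags at the fewest and 60124 at the most. C57T60 replicates 5 to 8, with 32175 to 41220 tags, held 602 to 716 OTUs, more than any C57Cr library, which reached 545 OTUs at 39267 to 53271 tags. The deposited fractions of all 64 libraries are whole multiples of 0.00352%, as 1 common depth below these tags would give, a step that the methods do not state. The curves were not redrawn, and counts at that depth were not derived from the deposited fractions.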

# Supplementary material for: Acute high-intensity exercise alters gut microbiota composition and energy metabolism in different strains of mice
**Source:** Front Microbiol. 2026 Apr 22;17:1790697. doi: 10.3389/fmicb.2026.1790697
**Supplement:** Supplementary file 1

**Suppl. Table 1 Bacterial genera with significant changes in abundance at different times after exercise in BALB/c mice**

| **Group** | **Genus** | **Baseline Abundance (%)** | **Abundance (%)** | **Change Rate** | **P-value** |
| --- | --- | --- | --- | --- | --- |
| T0 | *Bacteroides* | 4.6126 | 6.5816 | 0.43 | 0.028 |
|  | *Colidextribacter* | 1.9237 | 2.6256 | 0.36 | 0.029 |
|  | *Oscillibacter* | 1.7673 | 2.7627 | 0.56 | 0.014 |
|  | *Intestinimonas* | 0.1384 | 0.2562 | 0.85 | 0.003 |
|  | *GCA-900066575* | 0.3217 | 0.1428 | -0.56 | <0.001 |
|  | *Candidatus_Arthromitus* | 0.1182 | 0.0629 | -0.47 | 0.006 |
|  | *NK4A214_group* | 0.1881 | 0.1261 | -0.33 | 0.031 |
|  | *Enterorhabdus* | 0.1938 | 0.1099 | -0.43 | 0.002 |
| T30 | *Bacteroides* | 4.6126 | 7.9163 | 0.72 | 0.026 |
|  | *Prevotellaceae_UCG-001* | 0.3112 | 0.7410 | 1.38 | 0.003 |
|  | *Muribaculum* | 0.1890 | 0.3301 | 0.75 | 0.001 |
|  | *Oscillospiraceae* | 0.6276 | 1.2400 | 0.98 | 0.004 |
|  | *Intestinimonas* | 0.1384 | 0.3208 | 1.32 | 0.022 |
|  | *Candidatus_Arthromitus* | 0.1182 | 0.0448 | -0.62 | <0.001 |
|  | *GCA-900066575* | 0.3217 | 0.1815 | -0.44 | 0.006 |
|  | *Enterorhabdus* | 0.1938 | 0.1204 | -0.38 | 0.001 |
| T60 | *Prevotellaceae_UCG-001* | 0.3112 | 1.4434 | 3.64 | 0.002 |
|  | *Oscillibacter* | 1.7673 | 2.8247 | 0.60 | 0.005 |
|  | *Oscillospiraceae* | 0.6276 | 1.0600 | 0.69 | 0.002 |
|  | *Butyricicoccus* | 0.3002 | 0.5006 | 0.67 | 0.044 |
|  | *Intestinimonas* | 0.1384 | 0.3468 | 1.51 | <0.001 |
|  | *Candidatus_Arthromitus* | 0.1182 | 0.0686 | -0.42 | 0.015 |
|  | *Enterorhabdus* | 0.1938 | 0.1006 | -0.48 | <0.001 |
|  | *UCG-005* | 0.1130 | 0.1727 | 0.53 | 0.049 |
|  | *GCA-900066575* | 0.3217 | 0.1864 | -0.42 | 0.003 |
|  | *Peptococcus* | 0.1094 | 0.1613 | 0.47 | 0.011 |

# Supplementary material for: Acute high-intensity exercise alters gut microbiota composition and energy metabolism in different strains of mice
**Source:** Front Microbiol. 2026 Apr 22;17:1790697. doi: 10.3389/fmicb.2026.1790697
**Supplement:** Supplementary file 2

**Supp2. Table 1 Bacterial genera with significant changes in abundance at different times after exercise in BALB/c mice**

| **Group** | **Genus** | **Baseline Abundance (%)** | **Abundance (%)** | **Change Rate** | **P-value** |
| --- | --- | --- | --- | --- | --- |
| T0 | *Alistipes* | 6.6998 | 10.7692 | 0.61 | 0.005 |
|  | *Colidextribacter* | 1.9268 | 1.4666 | -0.24 | 0.028 |
|  | *Odoribacter* | 0.5102 | 1.5642 | 2.07 | 0.009 |
|  | *Muribaculum* | 0.7137 | 1.111 | 0.56 | 0.013 |
| T30 | *Alloprevotella* | 1.1137 | 0.4847 | -0.56 | 0.001 |
|  | *Lactobacillus* | 0.0980 | 0.6834 | 5.97 | 0.002 |
|  | *Colidextribacter* | 1.9268 | 1.3010 | -0.32 | 0.007 |
|  | *Bilophila* | 1.5044 | 0.8623 | -0.43 | 0.001 |
|  | *Oscillibacter* | 1.7840 | 0.9867 | -0.45 | 0.006 |
|  | *Odoribacter* | 0.5102 | 1.4754 | 1.89 | <0.001 |
|  | *Ruminococcus* | 0.4044 | 0.8210 | 1.03 | 0.007 |
|  | *Oscillospiraceae* | 0.4483 | 0.1679 | -0.63 | 0.004 |
|  | *Butyricicoccus* | 0.4562 | 0.2263 | -0.50 | 0.029 |
|  | *Romboutsia* | 0 | 0.2615 | 1.00 | <0.001 |
|  | *Ruminococcaceae* | 0.2263 | 0.0835 | -0.63 | 0.007 |
|  | *Intestinimonas* | 0.1837 | 0.1275 | -0.31 | 0.020 |
|  | *Prevotella* | 0 | 0.2945 | 1.00 | 0.003 |
|  | *Parabacteroides* | 0.1217 | 0.2096 | 0.72 | 0.017 |
|  | *UCG-003* | 0 | 0.1644 | 1.00 | 0.023 |
|  | *Butyricimonas* | 0.0668 | 0.2189 | 2.28 | 0.032 |
|  | *Christensenellaceae_R-7_group* | 0.0356 | 0.1921 | 4.40 | 0.005 |
|  | *Monoglobus* | 0.0457 | 0.1494 | 2.27 | 0.023 |
|  | *Tyzzerella* | 0.1213 | 0.0149 | -0.88 | 0.005 |
|  | *Turicibacter* | 0.0043 | 0.1103 | 24.65 | 0.001 |
| T60 | *Bacteroides* | 4.6100 | 2.4986 | -0.46 | 0.034 |
|  | *Colidextribacter* | 1.9268 | 1.0943 | -0.43 | 0.001 |
|  | *Bilophila* | 1.5044 | 0.9986 | -0.34 | 0.025 |
|  | *Oscillibacter* | 1.7840 | 0.8395 | -0.53 | 0.002 |
|  | *Odoribacter* | 0.5103 | 1.1141 | 1.18 | 0.008 |
|  | *Staphylococcus* | 0.0343 | 1.2535 | 35.55 | 0.048 |
|  | *Oscillospiraceae* | 0.4483 | 0.1406 | -0.69 | 0.002 |
|  | *Anaerotruncus* | 0.3964 | 0.2136 | -0.46 | 0.022 |
|  | *Ruminococcaceae* | 0.1701 | 0.0941 | -0.45 | <0.001 |
|  | *ASF356* | 0.2206 | 0.1450 | -0.34 | 0.027 |
|  | *Intestinimonas* | 0.1837 | 0.1086 | -0.41 | 0.006 |
|  | *Prevotella* | 0 | 0.2338 | 1.00 | 0.047 |
|  | *Butyricimonas* | 0.0668 | 0.1503 | 1.25 | 0.034 |
|  | *Helicobacter* | 0 | 0.1692 | 1.00 | 0.020 |
|  | *Stenotrophomonas* | 0 | 0.1160 | 1.00 | 0.044 |
|  | *Bifidobacterium* | 0 | 0.1059 | 1.00 | 0.025 |
|  | *Tyzzerella* | 0.1213 | 0.0320 | -0.74 | 0.012 |
|  | *UCG-009* | 0.1675 | 0.073 | -0.56 | 0.001 |

Note: 0 indicates that the abundance of this bacterial genus is <0.01%; - denotes a negative rate of change.

How the deposited data were processed for this re-analysis (not part of the article)

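The deposited data are 16S rRNA gene profiles of the colonic contents of 64 mice, in 8 groups of 8. BALB/c and C57BL/6 mice were each divided into sham-exercised controls and mice killed at 0, 30 or 60 min after an acute treadmill run. The controls were killed immediately after sham exercise, so none is matched to 30 or 60 min, when the exercised mice had been longer without food. The strain, time and replicate number of each library were taken from the sample labels, which match the groups of the paper. Nothing says that a replicate number is shared between groups, so mice were treated as independent. The methods state that all samples of 1 strain were processed in parallel, so strain and processing run cannot be told apart. Extraction blanks and PCR negatives, which the methods name, were not analysed here.

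The authors merged read pairs with FLASH (1.2.7), filtered tags in QIIME (1.9.1), removed chimeras with UCHIME against SILVA, clustered the tags into OTUs and annotated these with SILVA. The identity used for clustering and any rarefaction to a common depth are not stated in the methods. The deposited values are fractions, each taxon's share of its library as the authors computed it, and each library sums to 1. They are given for 2512 OTUs and for 275 entries at the genus level, of which 1 pools what has no genus name as Others and holds 31.8% to 70.6% of a library, with a mean of 52.5%. Others was left out of the tests at the genus level. Fractions are printed here as percentages. The smallest value above 0 is 0.00352% in all 64 libraries, and 100% of the 36211 values above 0 of OTUs are whole multiples of it (within 1e-06 of a whole number). Fractions of each library's own effective tags, which differ, would not share 1 step, so the libraries were brought to 1 common depth, a step that the methods do not state. The files give no tag counts. Counts at the common depth could be derived as the number of such steps in a value. This was not done, so no tests on counts were run, and no counting interval or detection limit was computed. The effective tags per library are those of Supplementary file 3, from 32175 to 60124, and describe depth before that step.

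Relative abundances of 2 groups were compared by a 2-sided exact permutation test of the difference in means over all 12870 assignments of 16 mice, for taxa with a mean of at least 0.01% over these mice. The smallest p this test can give is 0.000155. The p values were adjusted by the Benjamini-Hochberg method over the taxa tested, with a threshold of 0.05. The ratio of Bacteroidetes to Firmicutes was computed per mouse and compared in the same way, and observed OTUs, the Shannon index (log base 2) and Pielou evenness by an exact rank-sum test, as in the legend of Figure 3, each adjusted over the 7 comparisons. ANOSIM and PERMANOVA were run on Bray-Curtis distances between OTU profiles with all assignments enumerated. UniFrac was not computed, since it needs a tree, and the presence of OTUs was compared by Jaccard distance. The methods name edgeR for differences in abundance. edgeR needs counts, which were not derived from the fractions here, and it was not used. The t test that the methods name for comparisons of 2 groups was run as an alternative. LEfSe was not run. In its place a permutation test of the Kruskal-Wallis statistic was run on classes, orders, families and genera among the 4 groups of a strain.

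Whether the change after exercise differed between strains was tested with limma (3.58.1) as an interaction of strain and exercise on log2(fraction + 1e-05), for 102 genera with a mean of at least 0.01% over all mice. A log2 change of a genus listed at 0 in a group depends on the added constant. The strain contrasts of diversity were tested by permutation of mice, with a smallest p of 1e-05, adjusted over 12 tests. Numerical work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, in R 4.3.3, and plots were drawn with matplotlib 3.10.9.

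The tests, the alternatives, 7 lists of genera and the rule for naming genera were set before the data were examined, except for an alternative without the genera of the skin, water and reagent list and an alternative restricted to OTUs seen in other libraries. The lists hold 33 Firmicutes known to produce short-chain fatty acids, 16 Bacteroidetes that degrade polysaccharides, 22 common genera of the mouse gut, 28 gut genera typical of pigs, ruminants or humans, 10 lactic acid bacteria and bifidobacteria, 28 genera of skin, water and reagents, and 3 genera that reduce sulfite or sulfate. The sums of the lists were tested as 1 family of 49. The genera named are those the paper names in its results text, Figures 5 to 7 or Supplementary Tables 1 and 2, and in each comparison the 10 called genera with the largest log2 ratio in either direction and a mean of at least 0.1% in 1 of the groups. The values in the paper's tables had been seen when this rule was written. Supplementary file 3 lists the Q20 of each library. A threshold of 98.05%, chosen here from that list before the deposited tables were examined, divides the libraries into a higher class of 13 (98.06% and more) and a lower class of 51 (98.0% and less), and results were also computed within classes where a group holds both.

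The alternatives were the t test that the methods name, an exact rank-sum test, limma on log2 fractions with 1e-04, 1e-05 or 1e-06 added, the centred log ratio, no filter or a filter at 0.1%, the replicate number as a block, the leaving out of each replicate number in turn, and, for diversity, filters on OTUs, the Jaccard distance and the genus table. A replicate number left out was left out of both groups compared, so a control mouse was dropped as well. The exact test of genera was tested on simulated data, 107 genera in 20 runs. The genera were those tested between C57T30 and C57Cr, and their medians and spreads were taken from the C57Cr mice alone. Here and in the simulation of limma, values were drawn on the log scale with the spread held within set bounds, and none was 0. Recovery was thus not measured for genera with a wider spread or listed at 0 in some mice. With 30 genera of any abundance changed it called 72% of those changed 4-fold and 97% of those changed 8-fold, and on average 23.35 unchanged genera, 23.3 of them as lower, since fractions sum to 1. With 30 genera of 0.02% to 1% changed it recovered 64% and 96.3% and called 35.55 unchanged genera, 35.5 of them as lower. With 16 genera of 0.01% to 0.1% changed it recovered 68.1% and 94.4% and called 1.05 unchanged genera. With no genus changed it called 0.150 on average. limma's interaction at 60 min, simulated over 75 genera with 15 changed 8-fold, recovered 43.3% with 10.2 false calls when genera of any abundance changed, and 74.7% with 2.30 false calls for genera of 0.02% to 0.5%.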

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

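The tests of the Q20 classes, of sequencing depth, of material from outside the colon and of exercise as explanations were chosen after the values per mouse had been seen. The splits of the mice into other groups and the strain contrasts were planned.

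In 30 of 173 groups of 8 mice tested, 1 mouse lay far from the others by Dixon's criterion. Chance meets it in about 1 of 20 groups of normally distributed values. Shares of genera listed at 0 in most mice are not so distributed, so the 30 cannot be set against that rate. The mouse set apart held the highest value in 27 groups and the lowest in 3. Among measures of the whole community, observed OTUs were 778 in C57T0 replicate 8, the Shannon index was 6.20 in C57Cr replicate 2 (the lowest), the ratio of Bacteroidetes to Firmicutes was 2.35 in BCCr replicate 2 and 3.14 in BCT30 replicate 1 and evenness was 0.682 in C57Cr replicate 2 (the lowest). Genera with such a mouse were Anaerotruncus with 0.436% in C57T60 replicate 1, Candidatus_Arthromitus with 0.151% in BCT60 replicate 1, Colidextribacter with 0.513% in C57T60 replicate 8 (the lowest), Dubosiella with 0.591% in C57T60 replicate 4 and GCA-900066575 with 0.306% in BCT60 replicate 6 and 0.299% in C57Cr replicate 5. Others were Helicobacter with 0.00352% in C57Cr replicate 2, Intestinimonas with 0.724% in BCT30 replicate 4, Lachnospiraceae_UCG-006 with 3.32% in BCCr replicate 7 and 0.633% in C57Cr replicate 1, Lactobacillus with 7.79% in C57T60 replicate 4 and Lactococcus with 0.0316% in BCCr replicate 1. The same held for Muribaculum with 1.38% in C57Cr replicate 4, Odoribacter with 3.54% in C57T0 replicate 3, Parabacteroides with 0.109% in BCCr replicate 3 and 0.359% in C57T30 replicate 6, Parasutterella with 0.0176% in BCCr replicate 1 and Prevotellaceae_NK3B31_group with 0.0422% in BCCr replicate 1. The remaining ones were Prevotellaceae_UCG-001 with 2.94% in BCT60 replicate 4 and 4.59% in C57Cr replicate 3, Prevotellaceae_UCG-003 with 0.503% in C57T30 replicate 4, Rikenellaceae_RC9_gut_group with 2.33% in C57T30 replicate 4, Turicibacter with 0.00352% in C57Cr replicate 4 and [Eubacterium]_fissicatena_group with 0.0527% in BCCr replicate 1 and 1.04% in C57Cr replicate 4. BCCr replicate 1 had 4 of these values, and C57Cr replicates 2 and 4 had 3 each.

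The change from control differed between the strains by limma's interaction at the adjusted threshold for the genera below, those of the counts further down that the rule for naming genera covers, given as the log2 change in C57BL/6 minus that in BALB/c. Where a genus was listed at 0 in controls, the size depends on the constant of 1e-05 added. At 0 min it was Odoribacter 2.82. At 30 min the change was higher in C57BL/6 for Lactobacillus 4.38, Rikenellaceae_RC9_gut_group 2.35, Romboutsia 7.83, Candidatus_Arthromitus 1.83, Prevotella 7.99, Turicibacter 6.14, Prevotellaceae_UCG-003 6.68 and Christensenellaceae_R-7_group 2.79, and lower for Colidextribacter -1.10, Bilophila -1.47, Oscillibacter -1.35, unidentified_Oscillospiraceae -2.44, unidentified_Ruminococcaceae (1) -1.38, Intestinimonas -1.74 and Tyzzerella -3.35. At 60 min higher values were found for Lactobacillus 4.93, Staphylococcus 3.73, Prevotella 4.48, Dubosiella 5.18 and Helicobacter 6.22, and for Clostridium_sensu_stricto_1 5.20, Stenotrophomonas 4.17 and Bifidobacterium 4.90. Lower ones were Bacteroides -1.25, Prevotellaceae_UCG-001 -2.51, Colidextribacter -1.25, Bilophila -1.34, Oscillibacter -1.89 and unidentified_Oscillospiraceae -2.54, and Butyricicoccus -1.39, unidentified_Ruminococcaceae (1) -2.18, unidentified_Ruminococcaceae (2) -1.84, Intestinimonas -2.27, UCG-009 -1.84, Tyzzerella -2.69 and Peptococcus -1.52. All C57T30 libraries are of the higher Q20 class. At 60 min, without the libraries of that class, 10 of the 40 genera counted did not pass, and of those listed Prevotella with 0.48 and Butyricicoccus with -0.56 (adjusted p = 0.765 and 0.477). Prevotella averaged 0.466% in C57T60 replicates 1 to 4, of the higher class, and 0.00176% in replicates 5 to 8, while Staphylococcus averaged 0.0132% and 2.49% and Stenotrophomonas 0.000879% and 0.231%. For observed OTUs the change in C57BL/6 exceeded that in BALB/c by 257 at 30 min and 149 at 60 min, and for evenness the difference was -0.0595 at 60 min. In 100 splits of the same mice, the real one included, counts of genera as large as the real 31 at 30 min and 40 at 60 min occurred in 1 and 1 split, the real one. The highest of the others were 12 and 8, so a chance division of the mice is argued against. At 0 min 2 splits gave a count as large as the real 1, and the highest other was also 1. A random split thus reached the real count, and chance stays open for it. The count rests on 1 genus, and it was 0 on the centred log ratio, with 1e-06 added and without the higher Q20 class.

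Among genera that passed the test and that the paper does not discuss, Dubosiella averaged 0.102% and Clostridium_sensu_stricto_1 0.119% in C57T60, against 0 and 0.00132% in C57Cr (exact adjusted p = 0.00565 and 0.0240, with 8 and 6 of 8 mice above every C57Cr mouse). The call of Dubosiella held without each replicate in turn (over all alternatives 2.63e-07 to 0.296), and that of Clostridium_sensu_stricto_1 was lost without replicate 1, 4, 5, 7 or 8 (exact adjusted p 0.0550 to 0.0681, over all alternatives 0.00715 to 0.153). In C57Cr Lactococcus averaged 0.911% against 0.00396% in BCCr and the [Eubacterium]_fissicatena_group 0.164% against 0.00747% (exact adjusted p = 0.0254 each, with 5 and 3 of 8 mice above every BCCr mouse). The call of Lactococcus was lost without replicate 2, 3, 4 or 6 (adjusted p 0.0612 to 0.0775, over all alternatives 0.000414 to 0.181) and that of the [Eubacterium]_fissicatena_group without replicate 3, 4, 7 or 8 (adjusted p 0.0522 to 0.0775, over all alternatives 0.00103 to 0.412). UCG-009, of the butyrate-producing family Butyricicoccaceae, is a genus that the paper does list as changed. Its share was lower in C57T60 in a call lost without replicate 7 (exact adjusted p = 0.0577, over all alternatives 0.00141 to 0.115).

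The rise in OTUs after exercise in C57BL/6 coincided in part with the Q20 class of the libraries. C57T0 replicate 8 held 240 OTUs found in no other C57T0 or C57Cr mouse, of which 87.1% were in C57T30, 86.7% in the C57T60 libraries of the higher class and 10% in those of the lower class, while of the OTUs of their own in the other 7 C57T0 mice 25.9% were in C57T30, so a batch of libraries that follows the Q20 may account for this mouse. For C57T30 the class and the group cannot be told apart, since 8 of 8 libraries lie in it. A batch that follows the Q20 class is argued against as the whole cause in C57T60, where all 4 libraries of the lower class lay above the highest C57Cr mouse (545 OTUs; exact rank-sum test, p = 0.00404, difference in means 117 OTUs), as is depth, since these 4 had fewer effective tags than C57Cr (difference -13016, exact p = 0.00404) before all libraries were brought to a common depth. A batch of these 4 libraries alone was not tested and stays open, and in the presence of OTUs they lay at a mean Jaccard distance of 0.615 from replicates 1 to 4, 0.606 from C57T30 and 0.486 from C57Cr. Time after exercise as the source of these OTUs stays open and cannot be told apart from material from outside the colon, since genera of skin, water and reagents made up 2.78% to 11.4% of the tags in these 4 libraries.

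Genera of skin, water and reagents made up 11.4%, 2.78%, 3.12% and 5.35% of the tags in C57T60 replicates 5 to 8, of the lower Q20 class, and 0.186%, 0.116%, 0.123% and 0.116% in replicates 1 to 4, of the higher class. Exercise alone is argued against, since all 8 mice were killed at the same time after exercise, yet the lowest of the former was 14.9 times the highest of the latter. The difference in means was 5.54 percentage points (exact permutation test, p = 0.0286, the smallest that 4 against 4 mice allow, adjusted p = 0.0714 over 35 tests). The same list also made up 8.11%, 25.1% and 6.56% of the tags in C57Cr replicates 1, 2 and 4, and 8.30% in C57T30 replicate 8. Material from outside the colon is a candidate source, since 78.6% of the listed genera present (11 of 14) had a mean in replicates 5 to 8 above the highest of replicates 1 to 4, with Pseudomonas at 7.32%, 0.816%, 0.953% and 1.36% and Staphylococcus at 3.28%, 1.63%, 1.85% and 3.21%. These 2 genera held most of the sum, with means of 2.61% and 2.49% of the list's 5.67%. The rarest of the 11, Burkholderia-Caballeronia-Paraburkholderia, averaged 0.000879%, below the smallest value above 0 in a library (0.00352%). The count of 11 thus rests in part on genera near the floor. A difference between batches of handling or sequencing that gave material from outside the colon stays open, and no blank library was analysed here.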

How the results depend on the processing

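The restriction to OTUs seen in other libraries and the leaving out of the skin, water and reagent genera were chosen after the values were seen. Of 2197 values under an alternative, 1846 kept the direction and the side of the threshold, or lay within 1.5 times the count, 223 lost the call, 73 gained one, 17 turned the direction and 38 moved a count further. For the named genera it was 1346, 195, 68 and 1 of 1610. Except where the number of mice or genera tested differs, the cause was not tested. Genera called moved with the methods' t test to 9 between the strains (from 21), 23 in C57T30 (from 37) and 8 in C57T60 (from 20). Genera of a mean of at least 0.1%, fewer of which were tested, gave 3 in BCT0 (from 0), 6 in BCT60 (from 13), 11 between strains, 13 in C57T30 and 10 in C57T60, 37 taxa among the C57BL/6 groups (from 132), and strain differences in response of 6, 12 and 20 at 0, 30 and 60 min (from 1, 31 and 40). The rank-sum test gave 5 in BCT0. The centred log ratio gave 3 in BCT0 and 32 in C57T60 (8 higher and 24 lower, from 8 higher and 12 lower), 0 strain differences at 0 min, and in C57T30 23 higher and 28 lower (from 28 higher and 9 lower). limma gave 34 with 1e-05 and 36 with 1e-06 in C57T60, and 1 with 1e-04 in C57T0 (from 0), while the interaction gave 0 at 0 min with 1e-06 and 0 without the higher Q20 class. Leaving out each replicate number in turn gave 0 to 1 genera in BCT0 (1 without 1, 1 without 2 and 1 without 3), 0 to 9 in BCT30 (4 without 1, 2 without 4, 4 without 5, 0 without 6 and 0 without 7), 6 to 13 in BCT60 (7 without 3, 7 without 6, 6 without 7 and 6 without 8), 28 to 39 in C57T30, 9 to 19 in C57T60 (9 without 7) and 15 to 22 between strains. For the ratio of Bacteroidetes to Firmicutes the range was -0.147 to 0.16 in BCT0 (from 0.0324, turned without 1 and 3) and -0.00890 to 0.418 in BCT30 (from 0.26, turned without 1), and in BCT0 it was -0.0115 as a log2 ratio and -0.0272 with Clostridia, Bacilli and Negativicutes of unidentified phylum moved to Firmicutes. For observed OTUs it was -10.6 to 10.9 in BCT0 (from 3.38, turned without 2) and -0.286 to 43.7 in C57T0 (from 33.2, turned without 8), and for the Shannon index -0.00472 to 0.169 in BCT0 (turned without 2), 0.317 to 0.493 in BCT60 (not past the threshold without 2, 3, 5, 6 and 7), -0.126 to 0.0626 in C57T0 (turned without 5) and 0.283 to 0.436 in C57T30 (not past it without 1, 2, 3, 5, 6, 7 and 8; from 0.0850, 0.407, -0.0307 and 0.358). For ANOSIM R it was 0.0107 to 0.159 in BCT0 (past it without 2) and 0.117 to 0.263 in C57T0 (not past it without 1, 3 and 7; from 0.0804 and 0.189), and for PERMANOVA R2 0.0810 to 0.126 (past it without 1, 2 and 3) and 0.0975 to 0.136 (not past it without 1, 3 and 7; from 0.0941 and 0.107). With OTUs of at least 0.01% in a mouse the differences in OTUs were -9 in BCT0, -7 in BCT30 (from 9.75) and 15.4 in BCT60 (from 36.2), and that of the Shannon index in C57T30 was 0.31. With OTUs seen in at least 2 mice they were -3.88 in BCT0 and 0.344 for the Shannon index in C57T30. The restriction to OTUs of other libraries, which by construction leaves out any OTU new after exercise, gave -4.38 in C57T30 (from 266) and -29.4 in C57T60 (from 185). On the presence of OTUs ANOSIM R was 0.14 in BCT0 and -0.0354 in C57T0, and PERMANOVA R2 0.0617 in C57T0. In the lower Q20 class PERMANOVA R2 was 0.109 in C57T0, and the Shannon difference -0.0546 in C57T60 (from 0.103). In the higher class the difference of Staphylococcus in C57T60 was -0.0211 percentage points (from 1.22). Without 1 replicate number the difference moved more than 1.5 times, in percentage points, for Rikenellaceae_RC9_gut_group in C57T30 without 4 (0.434 to 0.18), Lactobacillus in C57T60 without 4 (1.68 to 0.82), Dubosiella in C57T60 without 4 (0.102 to 0.0326), Clostridium_sensu_stricto_1 in C57T60 without 1 (0.118 to 0.0743), Prevotellaceae_UCG-001 in C57Cr without 3 (1.22 to 0.778), Lactococcus in C57Cr without 1 (0.907 to 0.517), Lachnospiraceae_UCG-006 in C57Cr without 7 (-0.782 to -0.454), [Eubacterium]_fissicatena_group in C57Cr without 4 (0.157 to 0.0306) and Parasutterella in C57Cr without 4 (0.0483 to 0.0321). Replicate numbers did not pair the mice by the rule used here. In BCT60 5 of 8 same-numbered pairs correlated above 0.1 and 5 mice correlated best with their own number. The mean correlation there was 0.139 for same-numbered pairs and -0.0205 for others, so a pairing stays open in BCT60. In the other comparisons 0 to 4 pairs and 0 to 2 mice did so. With the number as a replicate block the genera called became 0 in BCT30, 0 in BCT60, 0 in C57T60 and 21 in C57T30. The block allows no p below 0.00781, so that 11, 11, 18 and 17 genera had to reach it for any to pass at that p, and 3, 10, 8 and 21 did, while the differences in means are unchanged, so the counts of 0 say little about the calls. With the block the differences of 36.2 OTUs in BCT60 (exact adjusted p = 0.0547), 0.407 and 0.358 of the Shannon index in BCT60 and C57T30 (adjusted p = 0.191), and ANOSIM R = 0.189 and PERMANOVA R2 = 0.107 in C57T0 (p = 0.109 and 0.133) did not pass. In 100 splits of the same mice, only 1, the real one, gave as many genera for BCT30 (8, highest other 2), BCT60 (13, highest other 1), C57T30 (37, highest other 1), C57T60 (20, highest other 1) and the strains (21, highest other 1), and as many taxa in BALB/c (24, highest other 3) and C57BL/6 (132, highest other 4). A chance division of the mice is argued against for these counts. For BCT0 (0, highest other 1) and C57T0 (0, highest other 5) all 100 gave a count as large as the real 0, so these splits test nothing. Counts were not derived from the fractions, so no counting precision is stated for rare genera. C57T60 replicates 5 to 8 had 35531 effective tags on average against 53002 in replicates 1 to 4, before all libraries were brought to a common depth.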

Differences from the paper's values

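The alternatives named here were set before the data were examined, unless said otherwise. For differences in abundance the methods name edgeR, which was not used here, since counts were not derived from the fractions. For comparisons of 2 groups they name a t test, called the methods' t test below. The legends of Figures 5 and 6 give p values adjusted by the Benjamini-Hochberg method. The test here is an exact permutation of means at an adjusted p under 0.05 with a filter at 0.01%.

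Between the strains at baseline the paper counts 11 genera, and here 21 passed. The count lay within 1.5 times the paper's as 9 with the methods' t test, 11 with genera of a mean of at least 0.1% and 15 without replicate 4. It did not as 22 with the exact rank-sum test, 23 with the centred log ratio, 21 with no filter, 17 with the replicate number as a block, 24 with limma with 1e-05, 25 with limma with 1e-04, 22 with limma with 1e-06 and 18 to 22 without another replicate.

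In C57T30 the paper counts 20 genera, and here 37 passed. The count lay within 1.5 times the paper's as 23 with the methods' t test, 21 with the replicate number as a block and 28 without replicate 8. It did not as 40 with the exact rank-sum test, 51 with the centred log ratio, 39 with no filter, 13 with genera of a mean of at least 0.1%, 44 with limma with 1e-05, 43 with limma with 1e-04, 45 with limma with 1e-06 and 31 to 39 without another replicate.

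For BCT0 the paper's supplement lists 8 genera, and the exact permutation test called 0 of 73, with 13 under an unadjusted p of 0.05. All 8 listed genera had an unadjusted p under 0.05 here (exact permutation test). The p values that the supplement lists for them lie nearer these unadjusted p values than the adjusted ones. At an adjusted p under 0.05 no alternative closed the gap, with 5 with the exact rank-sum test, 3 with the centred log ratio, 3 with genera of a mean of at least 0.1% and 0 to 1 without 1 replicate, and 0 with the methods' t test, no filter, the replicate number as a block, limma with 1e-05, limma with 1e-04 and limma with 1e-06.

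For C57T0 it lists 4, and the exact permutation test called 0 of 76, with 8 under an unadjusted p of 0.05. All 4 listed genera are among these 8, and the supplement's p values again lie nearer the unadjusted than the adjusted ones. The count was 1 by limma with 1e-04 and 0 in every other alternative run, among them the methods' t test, the rank-sum test and the centred log ratio.

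Of the genera the paper lists as changed, the exact permutation test called here 0 of 8 for BCT0, 6 of 8 for BCT30, 6 of 10 for BCT60, 0 of 4 for C57T0, 17 of 20 for C57T30, 10 of 18 for C57T60 and 10 of 11 for the strains at baseline. At an unadjusted p under 0.05 the numbers were 8, 8, 9, 4, 20, 17 and 11, and with the methods' t test after adjustment 0, 6, 6, 0, 14, 5 and 6. For BCT0, Intestinimonas passed with the exact rank-sum test, the centred log ratio, genera of a mean of at least 0.1% and replicate 1 left out, and GCA-900066575 passed with the exact rank-sum test, the centred log ratio, genera of a mean of at least 0.1% and replicate 2 left out. Candidatus_Arthromitus passed with the exact rank-sum test, and Enterorhabdus passed with the exact rank-sum test and genera of a mean of at least 0.1%. Bacteroides, Colidextribacter, Oscillibacter and NK4A214_group passed in no alternative run. For BCT30, Bacteroides passed with genera of a mean of at least 0.1% and replicate 2 or 3 left out, and GCA-900066575 passed with the methods' t test, the exact rank-sum test, genera of a mean of at least 0.1% and replicate 2 left out. For BCT60, Candidatus_Arthromitus passed with the centred log ratio, limma with any of the constants and replicate 1 left out, and Peptococcus passed with replicate 2 left out. Butyricicoccus and UCG-005 passed in no alternative run. For C57T0, Odoribacter passed with limma with 1e-04. Alistipes, Colidextribacter and Muribaculum passed in no alternative run. For C57T30, Butyricicoccus passed with the centred log ratio, limma with any of the constants, replicate 2 left out and the skin, water and reagent genera left out (chosen after the values were seen, dropping 1 of the paper's 17 genera called), and Intestinimonas passed with the centred log ratio, replicate 2 or 3 left out and the skin, water and reagent genera left out (chosen after the values were seen, dropping 1 of the paper's 17 genera called). Butyricimonas passed with limma with any of the constants and replicate 7 left out. For C57T60, Bacteroides passed with the centred log ratio, the C57T60 libraries of the lower Q20 class and replicate 1 left out, and Bilophila passed with the centred log ratio, the C57T60 libraries of the lower Q20 class and replicate 2 left out. Odoribacter passed with genera of a mean of at least 0.1%, the C57T60 libraries of the higher Q20 class, limma with any of the constants, replicate 8 left out and the skin, water and reagent genera left out (chosen after the values were seen, dropping 0 of the paper's 10 genera called), and Staphylococcus passed with the C57T60 libraries of the lower Q20 class. Anaerotruncus passed with the centred log ratio, replicate 1 left out and the skin, water and reagent genera left out (chosen after the values were seen, dropping 0 of the paper's 10 genera called), and Prevotella passed with the C57T60 libraries of the higher Q20 class and limma with any of the constants. Butyricimonas passed with limma with 1e-05 and 1e-06, and Stenotrophomonas passed with the C57T60 libraries of the lower Q20 class and limma with any of the constants. For the strains at baseline, Peptococcus passed with the centred log ratio and replicate 3 left out.

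For C57T0 the paper gives 61% as the strongest increase, while Odoribacter increased by 207% here, as the supplement lists it, and Alistipes by 60.74%. The supplement gives Turicibacter in C57Cr as 0.0043%, and the deposited table gives 0.000440%. Its change rate in C57T30 is 24.65 in the supplement and 250 here, and that of Helicobacter in C57T60 is 1 in the supplement and 384 here. A note to the supplement's table says that 0 stands for less than 0.01%, and each genus with a baseline printed as 0 has a change rate of 1 there, while the C57Cr means of Turicibacter and Helicobacter here each rest on 1 of 8 mice, listed at 0.00352%. In Fig. 6, read by eye, Intestinimonas in C57T60 is about 0.04% and 0.109% here, GCA-900066575 in C57T60 is about 0.08% and 0.165% here, Butyricicoccus in C57Cr is about 0.19% and 0.456% here, Christensenellaceae_R-7_group in C57T0 is about 0.19% and 0.0448% here and Staphylococcus in BCT60 is about 1.3% and 0.0136% here. For Intestinimonas and Butyricicoccus the supplement gives the values found here. These are means with no test, and no alternative applies to them. Of the values compared, 3 of 22 from the text, 5 of 179 from the supplement and 5 of 238 from figures differed. ANOSIM R between the strains, 0.803, is the paper's value as well.

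The text states that Bacteroidetes over Firmicutes increased in both strains. Here the mean ratio was 1.15 in BCT60 and 1.38 in BCCr, the means of the other 5 exercise groups lay above their controls, and no comparison passed the adjusted test. The paper attributes the lower Shannon index of C57T60 relative to C57T30 to lower evenness. Here the index differed by -0.255 (exact rank-sum test, adjusted p = 0.156, 8 mice per group) and evenness by -0.0141 (exact rank-sum test, adjusted p = 0.161, 8 mice per group). The features that the paper's text counts as shared and unique genera for Figures 3A and 3B are OTUs in the deposited table.

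In BALB/c the paper places Clostridia, Oscillospirales and Oscillospiraceae at 30 min and Prevotellaceae, Muribaculaceae and Bacteroidaceae at 60 min. Here both lineages of Oscillospirales had their highest mean at 60 min (8.95% and 9.37% in BCT30 and BCT60 for that under Firmicutes, 6.00% and 8.01% for that without a phylum name), as did both of Oscillospiraceae and the nameless lineage of Clostridia. Muribaculaceae (28.0% and 20.7%) and Bacteroidaceae (7.92% and 4.81%) were highest in BCT30, and Prevotellaceae (3.08% and 5.20%) in BCT60, as in the paper. In C57BL/6 a sentence of the paper places Rikenellaceae, Alistipes, Bacteroidaceae and Bacteroides in C57T60 and another places them in C57T0. Here their means were highest in C57T0 and lowest in C57T60, with Alistipes at 10.8% and 5.28%.

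As the greatest decline in BCT0 the paper names Candida, with the change that its supplement lists for Candidatus_Arthromitus. Here Candidatus_Arthromitus changed by -46.8% and GCA-900066575 by -55.6%, as in the supplement. Anaerotruncus is among the genera that the paper's text gives as higher in C57T60, and here it averaged 0.214% against 0.396% in C57Cr, the values that the paper's supplement lists as well. Bacteroides is described as rising in both strains right after exercise and further at 30 min. In BALB/c its means went from 4.61% to 6.58% and 7.92%, as described, and in C57BL/6 from 4.61% to 6.11% and 4.67%, and none of the 4 comparisons with controls passed the adjusted test. For Butyricicoccus, named as changing alike in both strains, limma's interaction gave a difference in log2 change of -1.39 at 60 min (adjusted p = 0.0420, 8 mice per group), and without the libraries of the higher Q20 class -0.56 (adjusted p = 0.477, 4 C57T60 mice). In BALB/c at 60 min the paper lists Peptococcus as changed. It averaged 0.161% and 0.109% in BCT60 and BCCr (exact permutation test, adjusted p = 0.0584, 5 of 8 mice above every BCCr mouse). Muribaculum is said to have changed in both strains, with a continued rise in C57BL/6. Its C57BL/6 means lay in that order (0.714%, 1.11%, 1.21% and 1.39%), but none of these groups passed the adjusted test against C57Cr. Genera that passed in both strains at the same time were unidentified_Oscillospiraceae, Oscillibacter, Intestinimonas and the Lachnospiraceae_FCS020_group, and each went in opposite directions. Fig. 6 colours Ruminococcus as down in C57T30, where its mean was 0.821% against 0.404% in C57Cr, as in the supplement, and gives Lactobacillus in C57T60 as about 1.0%, read by eye, against 1.78% here. Its legend calls the errors SEM, and for Bacteroides in all 8 groups they match the SDs computed here.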

Other observations

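The tests of depth and the choice of the genera of activated sludge came after the values were seen. The lists and the tests of the control mice and of the centred log ratio below were planned.

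Lactic acid bacteria and bifidobacteria, which form lactate and acetate, summed to 0.216% in C57T0, 1.59% in C57T30 and 2.17% in C57T60 against 1.06% in C57Cr (the last carried by replicates 1 to 3 with 3.86%, 2.46% and 1.19%; exact permutation test, adjusted p = 0.346, 0.576 and 0.576). By exact permutation 3 higher and 0 lower of 5 tested members passed in C57T30 (Lactobacillus, Streptococcus and Bifidobacterium) and 2 higher and 0 lower of 4 in C57T60, while BCT60 had 1 higher and 0 lower of 2, the strains at baseline 2 higher and 0 lower of 3, BCT30 0 higher and 0 lower of 2, BCT0 0 higher and 0 lower of 4 and C57T0 0 higher and 0 lower of 3. Genera that reduce sulfite or sulfate, of which Bilophila uses taurine from bile, summed to 0.934 ± 0.196% in C57T30 against 1.51 ± 0.342% in C57Cr (SD, n = 8; exact permutation test, adjusted p = 0.0178 over 49 sums, 8 of 8 mice below the control mean), with 1 higher and 1 lower of 2. In C57T60 they summed to 1.07 ± 0.449% (exact p = 0.0499, adjusted p = 0.244), with 1 higher and 0 lower of 2 (1 and 1 when adjusted over the list alone), and in the other 5 comparisons the 1 member tested did not pass.

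Common genera of the mouse gut summed to 31.9 ± 6.1% in C57Cr and 45.1 ± 4.56% in BCCr (SD, n = 8; exact permutation test, adjusted p = 0.0152, 8 of 8 C57Cr mice below the BCCr mean), with 3 higher and 1 lower of 20. Against controls there were 2 higher and 4 lower of 21 in C57T30, 1 higher and 4 lower of 21 (2 and 4 when adjusted over the list alone) in C57T60, 2 higher and 2 lower of 19 (3 and 2 when adjusted over the list alone) in BCT30, 2 higher and 1 lower of 19 in BCT60, 0 higher and 0 lower of 20 (1 and 2 when adjusted over the list alone) in BCT0 and 0 higher and 0 lower of 20 (2 and 0 when adjusted over the list alone) in C57T0. In BCT60 the sum was 40.2 ± 2.47% (exact p = 0.0205, adjusted p = 0.126). Of the Firmicutes that produce short-chain fatty acids, 2 higher and 2 lower of 23 passed between the strains and 0 higher and 0 lower of 24 in C57T0, and of the polysaccharide-degrading Bacteroidetes 0 higher and 0 lower of 10 in BCT0 and 0 higher and 0 lower of 12 in C57T60. The genera typical of pigs, ruminants or humans, several of which also live in mice, summed to 1.72 ± 1.65% in C57T60 (exact adjusted p = 0.106), with 2 higher and 0 lower of 13. Between the strains they summed to 0.314 ± 0.0899% in C57Cr and 0.656 ± 0.389% in BCCr (exact adjusted p = 0.0381, 8 of 8 C57Cr mice below the BCCr mean), with 1 higher and 1 lower of 3. In BCT0, BCT30, BCT60 and C57T0 the exact permutation test called 0 of 7, 3, 3 and 4.

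Genera of skin, water and reagents passed the exact permutation test in 1 case, Pseudomonas, of 3 tested between the strains, and in 0 of 2, 2, 2, 4, 4 and 7 tested in BCT0, BCT30, BCT60, C57T0, C57T30 and C57T60. They summed to 5.16 ± 8.68% in C57Cr, 0.288 ± 0.194% in C57T0, 1.47 ± 2.84% in C57T30 and 2.9 ± 3.96% in C57T60 (SD, n = 8). Most of the sum in C57Cr was Acinetobacter, a genus of soil and water, which made up 7.97%, 24.7%, 1.09%, 6.46%, 0.0668%, 0.102%, 0.0598% and 0.0422% of the tags in C57Cr replicates 1 to 8.

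Zoogloea, Dechloromonas, Candidatus_Accumulibacter, unidentified_Nitrospiraceae and unidentified_Saprospiraceae, 5 genera known from activated sludge, were singled out after their values were seen. They summed to 0.454%, 0.432%, 0.682% and 0.506% in C57T60 replicates 5 to 8, of the lower Q20 class, were listed at 0 in replicates 1 to 4, and were above 0 in 0 of the other 56 libraries. No test was run on them.

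In BALB/c 4 genera, Enterorhabdus, Candidatus_Arthromitus, GCA-900066575 and Family_XIII_UCG-001, had lower means than BCCr with an unadjusted exact p under 0.05 at all 3 times after exercise. They were picked by this rule after the values were seen, among 19 of 63 tested genera with lower means at all 3 times. A few control mice with high values stay open, since the way the genera were picked nearly fixes that 12 of 12 differences kept their direction against BCCr replicates 1 to 4 and against replicates 5 to 8. A rise of other genera, which lowers fractions that sum to 1, stays open. On the centred log ratio 12 of 12 differences were below 0 (exact permutation test, unadjusted p 0.000155 to 0.00746). The way the genera were picked nearly fixes this too, and the centred log ratio is itself relative to the other genera. Deeper sequencing of the controls is argued against. Before all libraries were brought to a common depth, the controls' mean number of effective tags was 0.822 times that of the deepest exercise group (exact permutation test, p = 0.00186). A response of these genera to exercise is a hypothesis that the same data gave and tested, the 12 differences share 1 set of controls, and effects of cage or library batch could not be tested.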
